# miR-181a-5p mediates the effects of BMP4 on intestinal cell proliferation and differentiation

**DOI:** 10.1038/s41419-025-07730-w

**Published:** 2025-05-28

**Authors:** Chang Li, Yuning Zhou, Zhijie Yin, Yinping Jiang, Jinpeng Liu, Heidi L. Weiss, Qingding Wang, B. Mark Evers

**Keywords:** Colon cancer, Cell signalling

## Abstract

The intestinal mucosa undergoes a dynamic process of continual proliferation, differentiation, and apoptosis. Delineating the mechanisms involved in intestinal epithelial cell (IEC) differentiation is crucial to our understanding of not only normal gut adaptation but also aberrant intestinal growth. Bone morphogenetic protein (BMP) signaling is a pivotal regulator of intestinal proliferation and differentiation. However, the molecular underpinnings of the BMP pathway in this context are not entirely known. Here, we show a key role for the BMP4/microRNA (miR)-181/glycolysis signaling pathway in the maintenance of intestinal epithelial cell proliferation and differentiation. Treatment with BMP4 increased the expression of enterocyte markers and decreased proliferation of IECs, and importantly, decreased the expression of miR-181a-5p in mouse and human intestinal organoids. miR-181a-5p is a member of the miR-181 family with the highest expression in IECs. Treatment with locked nucleic acid (LNA) miR-181a-5p inhibitor significantly increased enterocyte differentiation as noted by increased expression of enterocyte markers in human and mouse intestinal organoids. In addition, LNA miR-181a-5p inhibitor repressed intestinal stem cell self-renewal as noted by the decreased organoid forming efficiency and expression of Ki67, cyclin D1, OLFM4 in human and mouse intestinal organoids. Moreover, in vivo administration of LNA miR-181a-5p inhibitor enhanced increased intestinal enterocyte differentiation and repressed intestinal cell proliferation. In contrast, overexpression of miR-181a-5p mimic decreased basal and BMP4-induced expression of enterocyte markers. Moreover, BMP4 treatment or inhibition of miR-181a-5p repressed hexokinase (HK) 1 expression and inhibited glycolysis. Consistently, knockdown of HK1 or inhibition of glycolysis using 2-deoxyglucose (2-DG) promoted enterocyte maturation and inhibited proliferation of IECs. Together, we provide evidence showing that miR-181a-5p inhibits intestinal enterocyte differentiation and promotes IEC proliferation through HK1-dependent glycolysis. Importantly, our findings identify miR-181a-5p as downstream in mediating BMP4 induction of enterocyte differentiation and inhibition of proliferation in IECs.

## Introduction

The intestinal epithelium consists of a multitude of self-renewing crypt-villus units that undergo a process of constant and rapid renewal. The intestinal crypts contain a highly dynamic niche with multipotent intestinal stem cells (ISCs) located at the base of the crypt, generating new cells that eventually differentiate into the specialized cell types with distinct functions [1, 2]. The differentiated enterocytes, which comprise the majority of the cells of the intestinal mucosa, undergo a process of apoptosis and are extruded into the lumen [1, 3]. Dysregulation of intestinal epithelial cell (IEC) proliferation and differentiation within the intestinal crypts is associated with several intestinal pathologies including colorectal cancer, inflammatory bowel disease (IBD), and necrotizing enterocolitis [4–6]. To date, the cellular mechanisms regulating ISC maintenance, proliferation, and differentiation are not entirely known.

ISCs are supported by the ISC niche, which produces opposing gradients of Wnt and bone morphogenetic protein (BMP) signaling that balance ISC self-renewal and differentiation. BMPs, mainly produced by intestinal mesenchymal stromal cells, are critical for the maintenance of intestinal homeostasis [7]. BMPs perform their signaling through the type IA receptor (BMPR1a) [8, 9]. BMP4, one of the most abundant BMP ligands in the intestine, restricts ISC self-renewal [10], triggers the differentiation of enterocytes, and contributes to the maintenance of homeostatic renewal of the intestinal epithelium [8]. However, how BMPs exert their functions and the downstream factors mediating the effects of BMPs in the intestine are not known [11].

MicroRNAs (miRNAs) are small non-coding RNAs that negatively regulate the levels of conserved target genes by directly binding to the 3′ untranslated regions. miRNAs are essential post-transcriptional repressors of mRNA targets regulating fundamental processes of cell differentiation, proliferation, development, and gut homeostasis [12, 13]. The miR-181 family, downregulated in the intestinal epithelium from patients with IBD, is required for protection against severe colonic inflammation in response to epithelial injury in mice [14].

Metabolic changes play a critical role in determining whether a cell remains quiescent, proliferates, or differentiates [15]. Tissue- and cell-specific metabolic pathways are tightly regulated during development and perform unique functions in specific cell contexts [15]. Proliferative cells at the base of the intestinal crypt are characterized by a glycolytic metabolic phenotype [16]. In contrast, energy generation in the differentiated enterocytes of the upper crypt mainly depend on mitochondrial oxidative phosphorylation [17]. Recently, we demonstrated that hexokinase 2 (HK2), a major contributor to increased glycolysis [18], acts downstream of Wnt/β-catenin signaling and is important for maintenance of intestinal homeostasis [19]. However, the signaling pathways and molecules regulating the metabolism in IECs are not well defined.

In this study, we describe a novel role for miR-181a-5p, acting downstream of BMP4, in the maintenance of intestinal homeostasis. We demonstrate that BMP4 represses the expression of miR-181a-5p, which regulates glycolysis, proliferation, and differentiation.

## Materials and methods

### Mouse intestinal crypt isolation and organoid culture

Intestinal crypts were isolated as previously described [20]. Briefly, mouse small intestine (SI) was opened longitudinally, washed with ice-cold PBS to remove the luminal contents, and cut into 2–4 mm pieces. The intestinal fragments were incubated in ice-cold PBS containing 10 mM EDTA for 60 min at 4 °C. Crypts were released by shaking with ice-cold PBS. Washing in ice-cold PBS was repeated until most of the crypts were released, as determined by microscopic analysis. Crypt suspensions were passed through a 70 μm cell strainer and centrifuged at 300 × g for 5 min. Isolated crypts were mixed with Matrigel (Corning #356231; Corning, NY) and cultured in IntestiCult™ Organoid Growth Medium (Stemcell Technologies, #06005; Vancouver, Canada) as described previously [21]. To determine the role of miR-181a-5p, mouse SI organoids were incubated with either miR-181a-5p miRCURY LNA miRNA inhibitor (catalog number: YCI0200407-FZA, Qiagen, Germantown, MD) or miRNA negative control oligos (catalog number: YCI0201861-FZA, Qiagen).

To determine the role of HK1, mouse SI organoids were infected with lentivirus expressing the HK1 shRNA or non-targeting control (NTC) shRNA (Sigma, St. Louis, MO). To determine the role of miR-181a-5p in the intestine, mouse SI organoids were infected with lentivirus expressing miR-181a-5p mimic (MLMIR0085, Sigma) or miRNA mimic control (NCLMIR002, Sigma). The infected organoids were cultured in the presence of puromycin (2 μg/ml) to select for organoid cells with stable knockdown of HK1 or stable overexpression of miR-181a-5p as described [22].

The organoid area was measured as described by Sorrentino et al. [23]. Briefly, the surface area of organoids was measured by taking several random nonoverlapping photos of organoids using a microscope. Photos were analyzed using ImageJ software. Organoid perimeters for area measurements were defined manually.

### In vivo miR-181a-5p inhibitor treatment in mice

C57BL/6 mice, purchased from the Jackson Laboratory (Sacramento, CA), were maintained on a 12 h light/dark schedule in filter top isolators with autoclaved water under specific pathogen-free conditions. All animal procedures were conducted with approval from and in compliance with the University of Kentucky Institutional Animal Care and Use Committee. Mice were randomly assigned to each group. Custom large scale in vivo miRCURY LNA inhibitors were used (Qiagen). These specific LNA inhibitors bind to the target miRNA, inhibiting RNA-Induced Silencing Complex loading. The control oligos and miR-181a-5p inhibitor were diluted in sterile PBS. C57BL/6 male mice (8–10 wks old) were injected intraperitoneally (IP) with miR-181a-5p miRCURY LNA miRNA inhibitor (20 mg/kg) or miRCURY LNA control oligos (20 mg/kg) as described [24]. Mice were sacrificed at 7 d post-injection. At sacrifice, intestines were harvested and proliferation, differentiation, and levels of miR-181a-5p was determined as described [19, 20].

### Human duodenum IEC isolation and organoid culture

Histologically normal human duodenal samples were obtained from patients at the University of Kentucky undergoing pancreatic resection for cancer. Collection of all patient materials for this study was obtained following patient consent and approved by the University of Kentucky Institutional Review Board (IRB # 48678). IECs from the duodenum samples were cultured as described previously [25, 26]. Briefly, samples from the operating room were immediately placed in ice-cold PBS. The intestinal fragments were incubated in ice-cold PBS containing 10 mM EDTA for 60 min at 4 °C. After incubation, crypts were released by shaking with ice-cold PBS. Crypt suspensions were collected and passed through a 100 μm cell strainer and centrifuged at 300 × g for 5 min. Isolated crypts were mixed with Matrigel (Corning) and cultured in IntestiCult™ Organoid Growth Medium (Stemcell Technologies, #100-0340). To determine the role of miR-181a-5p, human duodenum organoids were incubated with either miR-181a-5p miRCURY LNA miRNA inhibitor or miRNA negative control oligos (Qiagen, Germantown, MD). Human duodenum organoids were infected with lentivirus expressing miR-181a-5p mimic (HMI0268, Sigma) or miRNA mimic control (NCLMIR002, Sigma). The infected organoids were cultured in the presence of puromycin (2 μg/ml) to select for organoid cells overexpressing of miR-181a-5p.

### Western blot analysis

Western blotting was performed as we have previously described [27]. Total protein was resolved on a 10% polyacrylamide gel and transferred to polyvinylidene fluoride membranes. Membranes were incubated for 1 h at room temperature in blotting solution and then incubated in primary antibody diluted in 5% bovine serum albumin solution containing 0.02% sodium azide overnight at 4 °C. Antibodies to Cyclin D1 (ab134175) and KRT20 (ab854) from Abcam (Cambridge, UK), OLFM4 (#39141), APOA4 (#5700), FABP1 (#13368), HK1 (#2024), Na-K ATPase (#3010) (all from Cell Signaling, Danvers, MA) and HK2 (GeneTex, Irvine, CA; GTX124375), VILLIN (sc-7672, Santa Cruz Biotechnology, Dallas, TX), and β-actin (A1978, Sigma) were used, and following blotting with a horseradish peroxidase-conjugated secondary antibody, protein expression was visualized using an enhanced chemiluminescence (ECL) detection system.

### Quantitative real time RT-PCR (qPCR) analysis

Total RNA was extracted using a RNeasy Mini Kit (Qiagen) and treated with DNase (RQ1, Promega, Madison, WI). Synthesis of cDNA was performed using reagents in the TaqMan Reverse Transcription Reagents Kit (Applied Biosystems, Foster City, CA). TaqMan probe and primers for human and mouse KRT20, intestinal alkaline phosphatase (IAP), APOA4, FABP1, VILLIN and GAPDH were purchased from Thermo Fisher Scientific (Waltham, MA). All values were normalized to GAPDH levels. To determine the expression of mature miRNA species, total RNA was extracted using a mirVana miRNA Isolation Kit (Thermo Fisher Scientific). cDNA for miRNA gene expression analysis was synthesized using a TaqMan™ Advanced miRNA cDNA Synthesis Kit (Thermo Fisher Scientific). The following TaqMan assays were used: hsa-miR181a-5p Assay ID: 477857_mir, mm-miR181a-5p Assay ID: mmu481485_mir, mm-miR-181b-5p Assay ID: mmu478583_mir, mm-miR-181c-3p Assay ID: mmu481437_mir, mm-miR-181d-5p Assay ID: mmu479517_mir, and U6 snRNA Assay ID: 001973 (Thermo Fisher Scientific). For mature miRNA expression levels, all values were normalized to U6 levels. qPCR analysis was performed with using QuantStudio Real-Time PCR System (Thermo Fisher Scientific). [19, 20].

### Seahorse analysis

Intestinal crypts were isolated and seeded in 24-well plates and treated with either control oligos or miR-181a-5p inhibitor or PBS control or BMP4. The organoids were transferred to XFe96 cell culture microplates before measurement. Extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) was measured using the XFe96 analyzer (Agilent Technologies, Santa Clara, CA) according to the manufacturer’s instructions as described [19, 28]. Each plotted value was normalized to total amount of DNA present in all wells of the various groups.

### IF, Immunohistochemistry (IHC) and IAP staining

Organoids grown in Matrigel were harvested in cold PBS followed by centrifugation at 300 × g for 5 min. Organoids were fixed with 4% formaldehyde at room temperature for 1 h, centrifuged at 300 × g for 5 min to remove the 4% formaldehyde, and resuspended in HISTOGEL (Thermo Scientific; HG-4000-012). The HISTOGEL containing organoids were allowed to cool to room temperature and stored in 70% ethanol at 4 °C until ready for paraffin embedding. Paraffin-embedded organoid sections were processed for routine IF or IHC staining. DAPI (Electron Microscopy Sciences, Hatfield, PA; 17989-20) was used as a counterstain to detect nuclei. Images were acquired with a confocal microscope (Nikon ECLIPSE Ti2) at 40× magnification. IHC staining was performed as we have described previously [29]. Tissues were processed for routine IF or IHC staining using the following antibodies: anti-KRT20 (Abcam; ab854), anti-Na,K-ATPase (Cell Signaling; #3010), anti-VILLIN (Santa Cruz Biotechnology; sc-58897) and anti-Ki67 (R&D Systems, Minneapolis, MN; MAB7617), E-cadherin (Cell Signaling; #3195) and cyclin D1 (Abcam; ab134175). Negative controls (including no primary antibody or isotype-matched mouse immunoglobulin G) were used in each assessment. Image analysis was performed using ImageJ. Image contrast was adjusted for visualization purposes, and quantification was always applied on raw, non-adjusted images. Image density per organoid was quantified and normalized to the total cell number per organoid.

Mouse SI tissues were harvested and fixed with 4% formaldehyde overnight. Paraffin-embedded mouse SI sections injected with control oligos or miR-181a-5p inhibitor were processed for routine IHC staining for cyclin D1 (Abcam; ab134175); anti-Ki67 (R&D Systems, Minneapolis, MN; MAB7617) as we have described previously [19, 20]. IAP staining was performed using Vulcan Fast Red Chromogen kit (Biocare Medical, Concord, CA), following the manufacturer’s recommendations as we have described [20].

### In vitro IAP activity assay

Organoids grown in Matrigel were harvested in cold PBS followed by centrifugation. Organoid cell lysates were used to determine IAP activity by a commercially available kit (AP0100, Sigma) as we have described [30, 31].

### miRNA-seq and analysis

RNA was isolated using a mirVana miRNA Isolation Kit (Thermo Fisher Scientific). miRNA-seq was performed by the Genomics, Epigenomics and Sequencing Core (GES Core) at the University of Cincinnati. To construct the library, NEBNext Small RNA Sample Library Preparation kit (NEB, Ipswich, MA) was used with a modified approach for precise library size selection with high sensitivity. Briefly, after 15 cycles of final PCR, the libraries were mixed with custom-designed DNA ladder that contains 135 and 146 bp DNA. This size range corresponds to miRNA library with 16–27 nt insert that covers all miRNAs. After high resolution agarose gel electrophoresis, the library pool ranging from 135–146 bp, including the DNA marker, was gel purified and quantified by NEBNext Library Quant kit (NEB) using QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific). The first sequencing was performed using a NextSeq 2000 sequencer (Illumina, San Diego, CA) to generate a few million (M) reads to quantify the relative concentration of each library. The volume of each library was then adjusted to generate >3 M reads per sample in the second sequencing for final data analysis.

The adaptors and low-quality sequences were trimmed from the miRNA-seq reads using bbmap (v38.73); reads with lengths <15 nucleotides and longer than 27 nucleotides were discarded. For quantification of mature miRNAs documented in miRBase [32], sequencing reads were first mapped to the reference genome using the mapper.pl script in the miRDeep2 (v0.1.3) package [33]. The quantifier.pl script was used with default settings to quantify the number of reads mapped to mature miRNAs. The R package EdgeR [34] was used to identify differentially expressed genes among different experimental contrasts.

### Statistical analysis

Pairwise comparisons between two groups were performed using two-sample *t*-test or analysis of variance for multiple groups with contrast statements. Linear mixed models were used for mice in vivo studies comparing control oligos and miR-181a-5p inhibitor to account for multiple observations from multiple crypts and villi per mouse. Adjustment in *p*-values due to multiple pairwise testing between groups was performed using the Holm’s step-down procedure. Three replicates were used for each cell culture condition and each experiment was repeated at least three times. Model fit and statistical test assumptions were assessed and appropriate data transformation (log) was employed as indicated. Mice within a cage were randomized to both groups in the experiment to ensure balance in treatment group assignments across all cages. The animals were randomly selected for group assignment without preference to size or other confounding factors. Furthermore, only animal IDs without information on group assignment were available to staff performing the endpoint evaluation. All data from animal samples with measurement of study endpoints were included in the analysis. For the mice in vivo studies, sufficient sample size was utilized to provide at least 80% power to detect large effect sizes (at least 2.0 mean differences in S.D. units) based on a two-group comparison, two-sided test with 5% significance level. Bar graphs represent mean ± SD levels in each group; *p*-values < 0.05 were considered statistically significant.

## Results

### BMP4 induces enterocyte differentiation and inhibits stem cell activity in human duodenum and mouse SI organoids

To better delineate the roles of BMP4 in human IECs, we first used human small intestinal organoids. These organoid cultures demonstrate ISC self-renewal and multipotential differentiation under certain in vitro conditions [25, 26]. Treatment of the organoids with recombinant human BMP4 protein for 4 d increased the expression of KRT20, APOA4, FABP1, and VILLIN (Fig. 1A), markers of mature enterocytes, demonstrating a contributary role of BMP4 to enterocyte differentiation in human organoids.

**Fig. 1:**
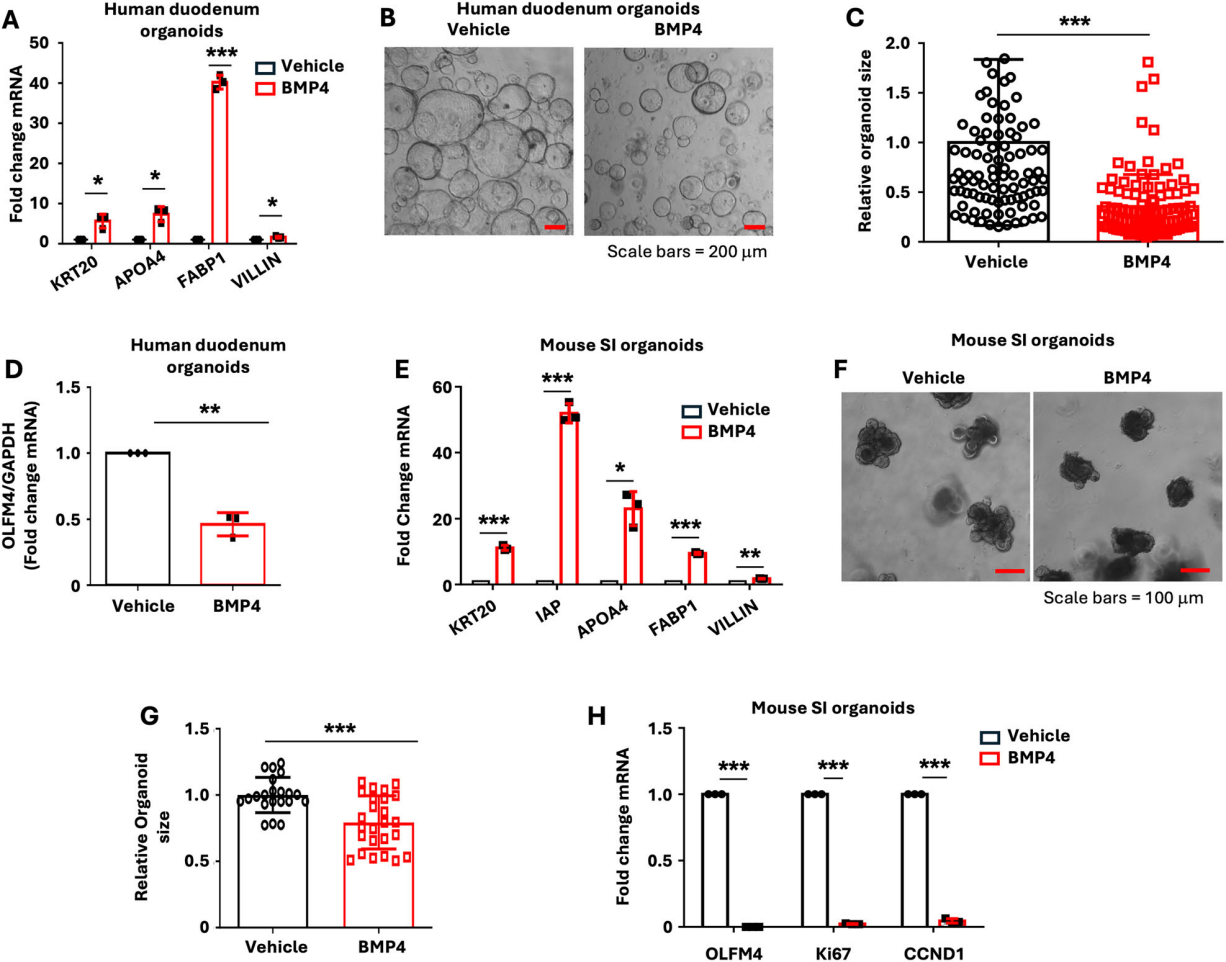
BMP4 increased enterocyte marker expression and inhibited intestinal stemness in human duodenum and mouse SI organoids. **A**–**D** Human duodenum organoids were cultured in the presence of BMP4 (500 ng/ml) or control PBS for 4 d. Total RNA was extracted, and KRT20, APOA4, FABP1, and VILLIN mRNA expression was assessed by qPCR (**A**). Data are normalized to GAPDH; *n* = 3 biological repeats. Representative image of organoids from control PBS and BMP4 treatment groups is shown in B with quantification of the organoid area shown in (**C**) (98 organoids per PBS group and 105 organoids per BMP4 group were measured). qPCR analysis of OLFM4 expression (**D**). **E**–**H** Mouse SI organoids were cultured in the presence of BMP4 (500 ng/ml) or control PBS for 4 d. qPCR analysis of selected enterocyte markers in mouse SI organoids differentiated in the absence or presence of BMP4 (**E**). Data are normalized to GAPDH; *n* = 3 biological repeats. Representative image of organoids from control PBS and BMP4 treatment is shown in (**F**). Quantification of the organoid area is shown in (**G**) (21 organoids per PBS group and 25 organoids per BMP4 group were measured). OLFM4, Ki67, and CCND1 mRNA expression were assessed by qPCR (**H**). Data are normalized to GAPDH; *n* = 3 biological repeats. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.005.

We next determined the effects of BMP4 on growth of human duodenum organoids. The activity of ISCs was assessed based on their ability to drive the formation of organoids [20, 35]. Treatment of human duodenum organoids with BMP4 led to the formation of smaller organoids (Fig. 1B, C). Consistent with these findings, mRNA levels of OLFM4, an ISC marker, were decreased in BMP4-treated organoids as compared with control (Fig. 1D). Our results demonstrated a role for BMP4 in repression of human ISC self-renewal (i.e., lower expression of the ISC marker OLFM4 with small organoids). Similarly, treatment of mouse SI organoids with BMP4 increased enterocyte differentiation as noted by the increased expression of the enterocyte markers KRT20, IAP, APOA4, FABP1, and VILLIN (Fig. 1E), and inhibited IEC proliferation as noted by decreased organoid size (Fig. 1F–G) and expression of OLFM4 and proliferating cell markers Ki67 and CCND1 (Fig. 1H). Together, these findings demonstrate a critical role for BMP4 in human and mouse enterocyte maturation and IEC proliferation.

### miR-181 family members are downstream targets of BMP4

miRNAs play important roles in controlling the development of fetal tissues [36], whereas miRNAs that are responsible for promoting IEC differentiation remain poorly understood.

To characterize the miRNA profile associated with BMP4-induced IEC differentiation, mouse SI organoids were treated with BMP4, and global small RNA sequencing was performed. miRNA analysis revealed differentially expressed miRNAs in response to BMP4-induced differentiation (data deposited in Gene Expression Omnibus as GSE266339). Among the altered miRNAs, four miR181 family members, including miR-181a-5p, b-5p, c-3p, and d-5p, were significantly downregulated in BMP4-treated IECs (Fig. 2A). The decreased expression of miR-181 family members was further determined and validated by qPCR (Fig. 2B). To further dissect the role of BMP4 signaling, we used a selective chemical inhibitor for BMP type I receptor kinases, LDN-193189 [37, 38]. As miR-181a-5p is the most highly expressed member of the miR-181 family in IECs (Fig. 2C), we further determined the regulation of miR-181a-5p by BMP4 signaling. Treatment of mouse SI organoids with BMP4 decreased miR-181a-5p expression; this decrease was attenuated by combination treatment with LDN-193189 (Fig. 2D). In addition, treatment with LDN-193189 attenuated the BMP4-induced increase in IAP activity, an enterocyte marker, (Fig. 2E) and increased IEC proliferation repressed by BMP4 (Fig. 2F). Similarly, the BMP4-repressed expression of miR-181a-5p in human duodenum organoids was also demonstrated (Fig. 2G). These findings suggest that miR-181a-5p plays a critical role for BMP4 signaling in the induction of IEC differentiation and repression of IEC proliferation.

**Fig. 2:**
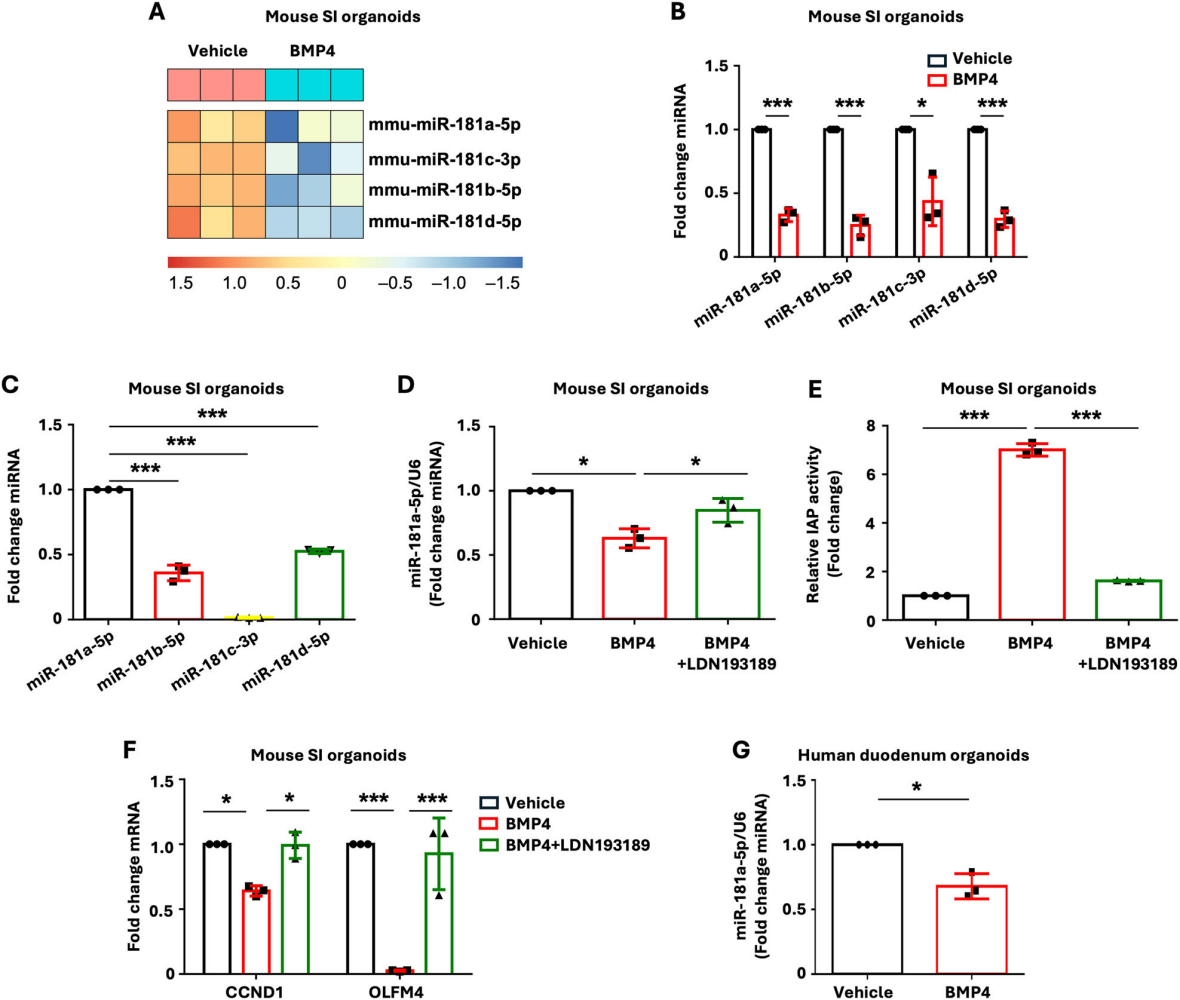
miR-181 family is a downstream target of BMP4 in IECs. **A**–**C** Mouse SI organoids were treated with or without BMP4 (500 ng/ml) for 4 d. Bulk miRNA sequencing was performed. **A** Heatmaps depict the miR-181 family members significantly downregulated upon BMP4 stimulation. Heatmaps display row *Z* scores of CPM (counts per million) values. The BMP4-mediated inhibition of miR-181 expression was validated by qPCR (**B**). Relative expression of miR-181 members showed highest expression of miR-181a-5p in mouse SI organoids (**C**). **D**–**F** Inhibition of BMP signaling attenuated BMP4-induced repression of miR-181a-5p expression and enterocyte differentiation. Mouse SI organoids were treated with or without BMP4 (500 ng/ml) in the presence or absence of BMP signaling inhibitor LDN-193189 (1 μM) for 4 d. Expression of miR-181a-5p was determined by qPCR (**D**). IAP activity was determined (**E**). ISC proliferation markers were determined by qPCR (**F**). **G** Human duodenum organoids were treated with or without BMP4 (500 ng/ml) for 4 d. Expression of miR-181a-5p was determined by qPCR; *n* = 3 biological repeats. ^∗^*p* < 0.05; ^∗∗∗^*p* < 0.005.

### miR-181a-5p regulates mouse IEC differentiation and proliferation

We have shown that treatment with BMP4 significantly repressed miR-181 expression. Since miR-181a-5p is the most highly expressed member of the miR-181 family (Fig. 2C), we next determined the role of miR-181a-5p in IECs. 

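For the RNA-seq experiment, mouse small intestinal (SI) organoids were transduced with a lentivirus encoding either a miR-181a-5p mimic or a miRNA mimic control and were kept in puromycin at 2 μg/ml to select the transduced cells. SI organoids are epithelial cultures grown from crypts that hold stem cells and their differentiated progeny. A mimic supplies additional mature miRNA, which lowers mRNAs that carry matches to its seed sequence. The experiment had 2 mimic control libraries, numbered replicates 1 and 2, and 2 miR-181a-5p mimic libraries, numbered replicates 3 and 4. The supplemental methods describe total RNA libraries made after enzymatic depletion of ribosomal RNA and read as single reads of 100 cycles, whereas the sample labels describe selection of poly(A) RNA. The authors trimmed the reads with Trimmomatic, quantified them with RSEM against GRCm38 (mm10) transcripts and deposited, per gene, the expected count and the TPM, a length-normalized abundance. An expected count is RSEM's estimate of the reads from a gene, in which a read that matches several transcripts is divided among them. The expected counts summed to 38111731 and 31709196 in the mimic control libraries and to 31104884 and 35353035 in the miR-181a-5p mimic libraries. Mitochondrial transcripts took 4.31% and 4.55% of the counts in the controls and 3.46% and 3.43% with the mimic. No library repeated another, since the counts of the 2 controls differed with a chi-square per degree of freedom of 37.9 and those of the 2 mimic libraries with 20.4, and n is the number of libraries. Whether the libraries of a group came from separate transductions is not stated.
The expected counts were rounded to whole numbers, and edgeR's filter on low counts kept 17155 of the 55487 listed genes. Libraries were scaled with the TMM method, and the groups were compared with edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method. The thresholds were those of the supplemental methods, a fold change of at least 2 and an adjusted p under 0.05. The spread between replicates, as the common biological coefficient of variation, was 0.13. With 2 libraries against 2, an exact permutation test of a single gene cannot go below p = 0.333, so the calls rest on the spread that the model shares across genes. The level of miR-181a-5p was not analysed here, because libraries of this kind do not measure mature miRNAs. The paper assessed it by qPCR in mimic and mimic control mouse organoids (Supplementary Fig. 1A). The precursor genes Mir181a-1 and Mir181a-2 were listed at 0 counts in all 4 libraries.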

Mouse SI organoids were infected with lentivirus expressing miR-181a-5p mimic or miRNA mimic control as described [22] followed by RNA-seq analysis. 

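Between the miR-181a-5p mimic and the mimic control organoids, 612 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4250 had an unadjusted p under 0.05. With a fold change of at least 2 added, 101 genes were higher and 253 were lower with the mimic, so 71.5% of the 354 calls were decreases. The alternatives moved these counts both ways. The most calls came from edgeR's likelihood-ratio test, with 214 higher and 559 lower genes, and edgeR's exact test gave 200 and 530. The fewest came from the TPM table without a filter on low values, with 2 higher and 0 lower genes by limma and 3960 genes at an unadjusted p under 0.05.
Among called genes with at least 100 counts in each library of the higher group, the largest increases were in Slc15a2, Slc5a8, Gm9770, Cubn and Naaladl1. Slc15a2, which encodes a peptide transporter and lies on chromosome 16 of GRCm38 from 36750177 to 36784962, had 3 and 0 counts in the controls and 276 and 284 counts with the mimic. Because the controls were at or under 3 counts, its change is a lower bound, at least 86.8-fold higher. Slc5a8, a monocarboxylate transporter gene, had 5 and 3 counts in the controls and 207 and 554 with the mimic (log2 fold change 6.55, standard error 0.64). Cubn, the gene of the receptor cubilin on chromosome 2 from 13276338 to 13491813, rose from 2.16 ± 0.27 to 23.6 ± 12.2 normalized CPM (SD, n = 2), and leaving out mimic replicate 4 lowered its log2 fold change from 3.44 to 2.78. Naaladl1, which encodes a peptidase and lies on chromosome 19 from 6105782 to 6115792, rose from 8.85 ± 0.79 to 94.7 ± 2.88 normalized CPM (SD, n = 2), a log2 fold change of 3.42 (standard error 0.12, adjusted p = 9.44e-05 from edgeR's quasi-likelihood test). Gm9770 is annotated as a processed pseudogene, and its counts were not whole numbers in any library, so reads of its parent gene could be among them. Its log2 fold change was 3.75 (standard error 0.40).
The largest decreases under the same rule were in Slc40a1, Mmp14, Fras1, Reg1 and Pdk4. Slc40a1, the gene of the iron exporter ferroportin on chromosome 1 from 45908068 to 45926523, fell from 86.1 ± 49.6 to 0.80 ± 0.82 normalized CPM (SD, n = 2), a log2 fold change of -6.69 (standard error 0.64, adjusted p = 0.00564 from edgeR's quasi-likelihood test). Under the robust form of that test its adjusted p was 0.0708, and over the alternatives the adjusted p ranged from 2.05e-15 to 0.264. Mmp14, a matrix metalloproteinase gene on chromosome 14 from 54431612 to 54445364, had a log2 fold change of -5.56 (standard error 0.25). Fras1 had a log2 fold change of -5.46 (standard error 0.44), and Pdk4 of -4.80 (standard error 0.53). Reg1, which encodes a secreted lectin and has close paralogs, had a log2 fold change of -5.22 (standard error 0.36). The adjusted p of these 9 genes other than Slc15a2 was at most 0.00869 in edgeR's quasi-likelihood test, and each kept its direction when any 1 of the 4 libraries was left out. Among these 9 the largest shifts were to -8.56 for Slc40a1 without mimic replicate 4 and to 4.87 for Gm9770 without control replicate 1. Slc5a8, Cubn, Fras1 and Pdk4 were not past the adjusted p threshold in any of the 3 TPM fits by limma, with an adjusted p of 0.115, 0.124, 0.115 and 0.059 at pseudocount 1. Slc15a2 and Gm9770 were not past it at pseudocount 0.1 (0.0514 and 0.0596), and in the unfiltered TPM fit none of the 10 genes was, with Naaladl1 lowest at 0.0675 and Cubn highest at 0.315.

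**Figure D1:**
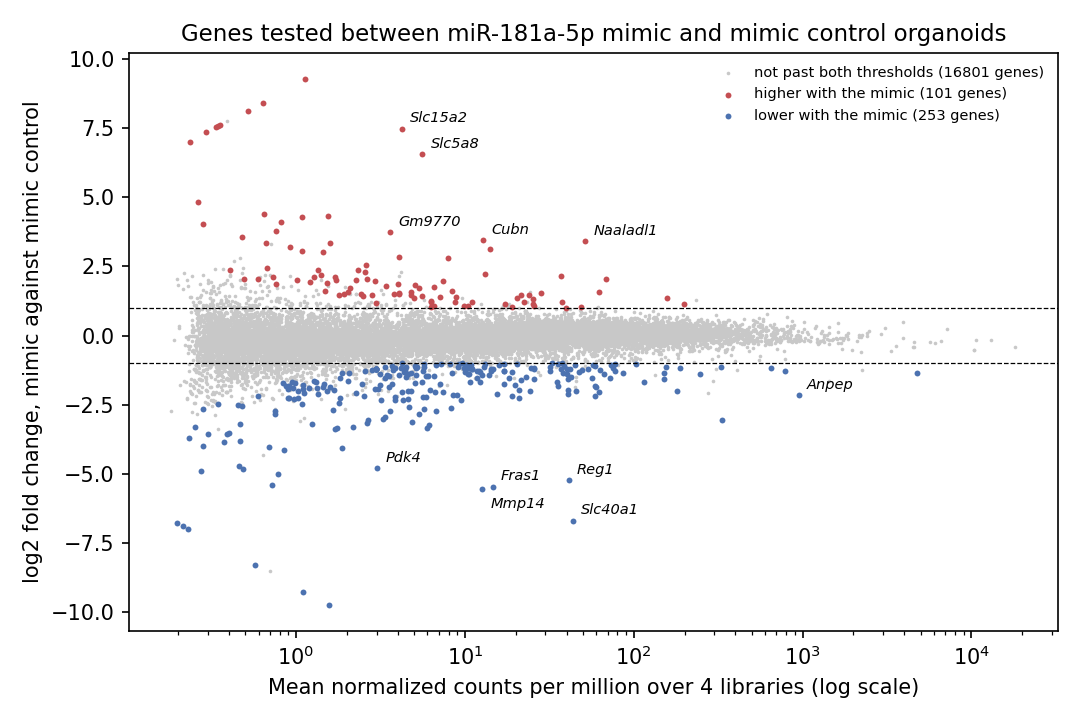
Log2 fold change of each tested gene (vertical axis, mimic against mimic control) against its mean normalized CPM over the 4 libraries (horizontal axis, log scale). Red points are the 101 genes higher and blue points the 253 genes lower past both thresholds, dashed lines mark a log2 fold change of 1 and -1, and fitted values of genes with no counts in one group depend on the model's prior count.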

RNA analysis revealed differentially expressed RNAs in response to overexpression of miR-181a-5p (data deposited in Gene Expression Omnibus as GSE294782). 

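In Supplementary Table 1 the paper lists 6 enterocyte markers, Vil1, Apoa4, Anpep, Cbr1, Fabp1 and Alpi. Their normalized CPM are given as mean ± SD (n = 2 libraries per group), with p-values from edgeR's quasi-likelihood test. Anpep, the gene of the brush border enzyme aminopeptidase N on chromosome 7 of GRCm38 from 79821803 to 79861059, fell from 1548 ± 429 in the controls to 350 ± 86.9 with the miR-181a-5p mimic. Its log2 fold change was -2.14 (standard error 0.23, adjusted p = 0.00812 with Benjamini-Hochberg adjustment in edgeR), and both mimic libraries were below both controls. Fabp1, the gene of a fatty acid-binding protein on chromosome 6 from 71199827 to 71205023, changed from 517 ± 213 to 275 ± 71.8, and its groups did not overlap either. Its log2 fold change was -0.91 (standard error 0.28), but the adjusted p over all genes was 0.109 in edgeR. For the other 4 genes the libraries of the groups overlapped. With 2 libraries against 2, groups are apart by chance for 33.3% of genes, so 2 of 6 apart is no evidence by itself. Alpi, which encodes intestinal alkaline phosphatase (IAP) on chromosome 1 from 87098002 to 87101606, had 74.8 ± 50.0 and 45.8 ± 25.3 and a log2 fold change of -0.71 (standard error 0.49, adjusted p = 0.408 in edgeR). Alpi lies beside its paralog Akp3, and its expected counts were not whole in control replicate 1 and mimic replicate 3, so reads were divided between similar genes. Apoa4, an apolipoprotein gene on chromosome 9 from 46240696 to 46243459, had 574 ± 255 and 389 ± 37.0 and a log2 fold change of -0.56 (standard error 0.26, adjusted p = 0.236 in edgeR). Vil1, the gene of the actin-binding protein villin on chromosome 1 from 74409376 to 74435559, had 619 ± 58.6 and 580 ± 32.6 and a log2 fold change of -0.09 (standard error 0.11, adjusted p = 0.646 in edgeR). Cbr1, a carbonyl reductase gene on chromosome 16 from 93605853 to 93610505, had 140.0 ± 23.6 and 139 ± 5.16 and a log2 fold change of -0.01 (standard error 0.13, adjusted p = 0.972 in edgeR).
All 6 log2 fold changes were below 0, and 1 of the 6 genes was lower at an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 2 genes were under 0.05, Anpep at 0.000141 and Fabp1 at 0.0371 in edgeR. With edgeR's exact test in place of the quasi-likelihood test, 2 of the 6 genes were lower at an adjusted p under 0.05 over all genes, Anpep and Fabp1 (adjusted p = 0.0249). Control replicate 2 had the highest value of Vil1, Apoa4, Cbr1, Fabp1 and Alpi. Without it, the log2 fold change was 0.01 for Vil1, -0.02 for Apoa4, 0.17 for Cbr1, -0.42 for Fabp1 and 0.21 for Alpi, while Anpep stayed between -2.42 and -1.84 whichever library was left out. Over a longer list of 30 enterocyte genes, all of which were tested, the median log2 fold change was -0.22, with 20 genes lower and 10 higher (adjusted p = 0.122 from limma's camera test over 15 lists), and without control replicate 2 the median was 0.06. In that list 3 genes were lower and 2 were higher at an adjusted p under 0.05 in edgeR. The paper states from this table that the markers were decreased, and follows it with qPCR of IAP and FABP1 (Supplementary Fig. 1).

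**Figure D2:**
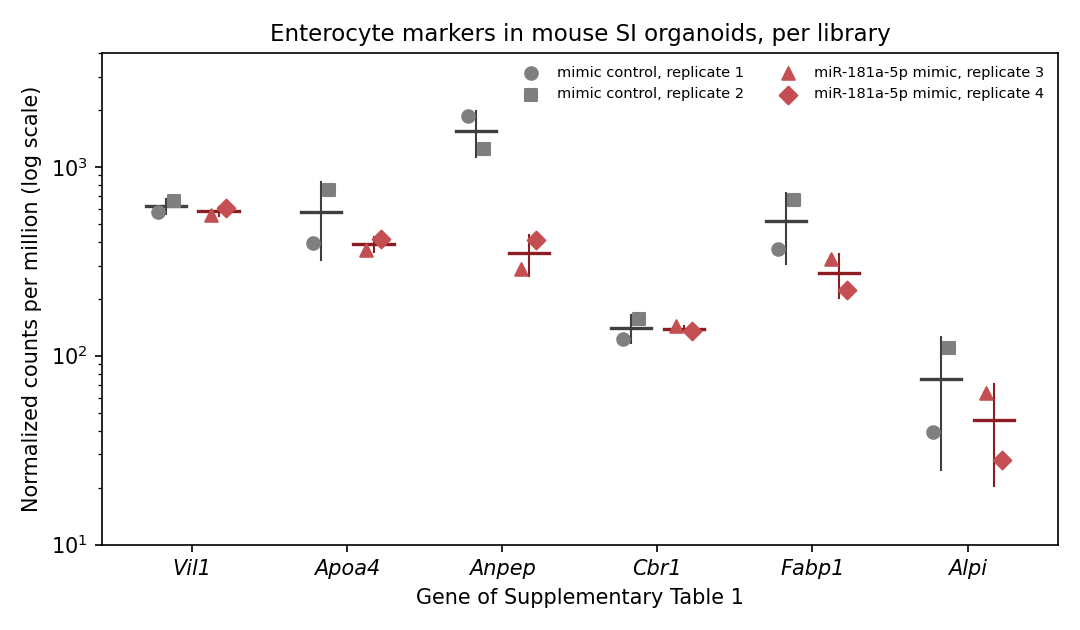
Normalized CPM (vertical axis, log scale) of the 6 genes of Supplementary Table 1 (horizontal axis) in each library, with grey symbols for the mimic control and red symbols for the miR-181a-5p mimic. Horizontal bars are group means and vertical lines the SD of 2 libraries, and the symbols of the groups are apart for Anpep and Fabp1 and overlap for the other genes.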

Importantly, overexpression of miR-181a-5p decreased enterocyte marker expression (Supplementary Table 1). Consistent with the results from RNA-seq analysis, overexpression of miR-181a-5p mimic repressed the expression of enterocyte markers IAP and FABP1 determined by qPCR (Supplementary Fig. 1). To further determine the role of miR-181a-5p in the intestine, mouse SI organoids were incubated with an LNA miR-181a-5p inhibitor, and differentiation was assessed. LNA miRNA inhibitors are antisense oligonucleotides and can be added directly to culture medium without the need for transfection reagents, thus providing efficient miRNA inhibition [39]. In line with the inhibition of enterocyte differentiation by miR-181a-5p mimic, the LNA miR-181a-5p inhibitor increased enterocyte differentiation as noted by increased mRNA expression of the enterocyte markers IAP, APOA4, FABP1, VILLIN, KRT20, and Na,K-ATPase (Fig. 3A), IAP activity (Fig. 3B), and protein expression of the enterocyte markers VILLIN, APOA4, and FABP1 (Fig. 3C), associated with the repression of endogenous miR-181a-5p expression (Fig. 3D). Inhibition of enterocyte differentiation by miR-181a-5p was further evidenced by IF analysis of KRT20 (Fig. 3E), Na,K-ATPase (Fig. 3F), and VILLIN (Fig. 3G).

**Fig. 3:**
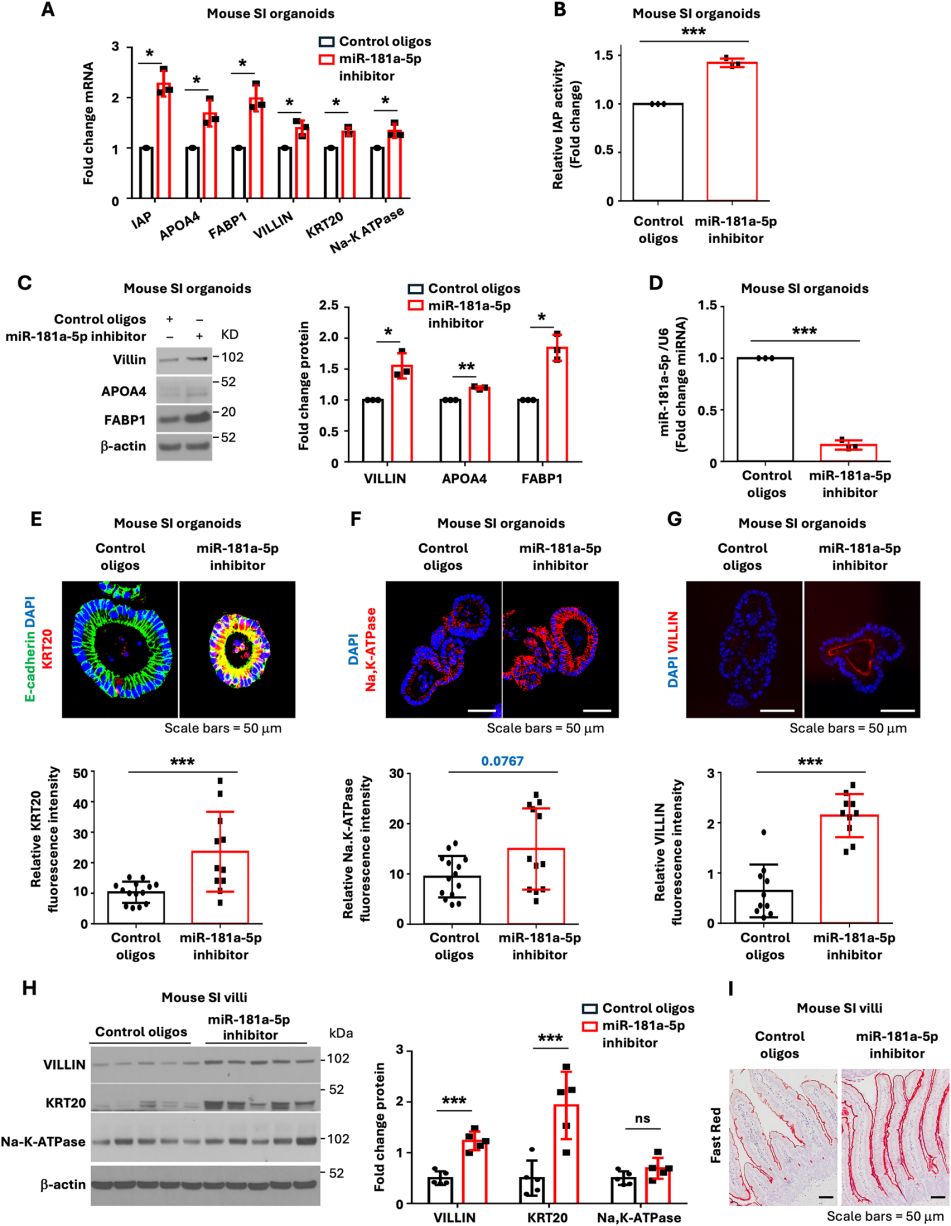
Inhibition of miR-181a-5p increased enterocyte marker expression in mouse SI organoids. Mouse SI organoids were cultured in the presence of LNA miR-181a-5p inhibitor or control oligos (0.75 μM) for 5 d. **A** qPCR analysis of selected enterocyte markers; *n* = 3 biological repeats. **B** Mouse organoid lysates were extracted, and IAP activity determined; *n* = 3 biological repeats. **C** Treatment with LNA miR-181a-5p inhibitor increased enterocyte marker protein expression. The images are representative of three independent experiments. VILLIN, APOA4, and FABP1 signals from three separate experiments were quantitated by densitometer and expressed as fold change with respect to *β*-actin. **D** LNA miR-181a-5p inhibitor decreased endogenous miR-181a-5p expression; *n* = 3 biological repeats. **E**–**G** Microscopy analysis of enterocytes in mouse SI organoids. The relative fluorescence intensities of KRT20 (control oligos *n* = 14 organoids; miR-181a-5p inhibitor *n* = 11 organoids), Na,K-ATPase (control oligos *n* = 14 organoids; miR-181a-5p inhibitor *n* = 12 organoids), and VILLIN (control oligos *n* = 10 organoids; miR-181a-5p inhibitor *n* = 10 organoids) staining were quantified using ImageJ. **H**–**J** C57BL/6 mice were injected IP with control oligos (*n* = 5 mice) or miR-181a-5p inhibitor (*n* = 5 mice). Seven d after injection, mouse SI were harvested and analyzed. Western blot analysis (**H**). Image signals from five mice were quantitated by densitometer and expressed as fold change with respect to *β*-actin. Representative Fast Red staining of the small intestine revealed an increase in IAP activity (**J**). ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.005.

As further confirmation of the effect of miR-181a-5p on intestinal cell differentiation and proliferation in vivo, we treated mice with the miR-181a-5p inhibitor. miRCURY LNA miRNA inhibitors can efficiently inhibit target miRNA activity in vivo directly by IP injection [24]. C57BL/6 mice (8-10 wks old) were injected with miR-181a-5p miRCURY LNA miRNA inhibitor (20 mg/kg) or miRCURY LNA control oligos (20 mg/kg) as described [24]. Administration of miR-181a-5p inhibitor repressed miR-181a-5p levels in mouse epithelial cells in SI and colon (Supplementary Fig. 2). Importantly, miR-181a-5p inhibitor increased intestinal expression of VILLIN, KRT20, and Na,K-ATPase protein (Fig. 3H) and increased IAP activity as noted by Fast Red staining (Fig. 3I), demonstrating that miR-181a-5p inhibits intestinal enterocyte differentiation.

Since BMP4 has shown an inhibitory role in ISC renewal, we next determined the effects of miR-181a-5p inhibition on IEC proliferation. As shown in Fig. 4, treatment with LNA miR-181a-5p inhibitor inhibited IEC proliferation as noted by the decreased numbers of Ki67 (Fig. 4A, B) and cyclin D1 (Fig. 4C, D) positive cells and expression of OLMF4 mRNA (Fig. 4E) and cyclin D1 protein (Fig. 4F). These findings demonstrate that miR-181a-5p contributes to the regulation of mouse enterocyte differentiation and IEC proliferation. Along with the increased differentiation, the expression of cyclin D1 (Fig. 4G, H) and the positive cell number of cyclin D1 (Fig. 4I) and Ki67 (Fig. 4J) were decreased in intestinal epithelial cells from mice treated with miR-181a-5p inhibitor, demonstrating the decreased proliferation. Therefore, consistent with the results from ex vivo studies, the results from our in vivo studies further demonstrate that miR-181a-5p is critical for the regulation of intestinal cell proliferation and differentiation.

**Fig. 4:**
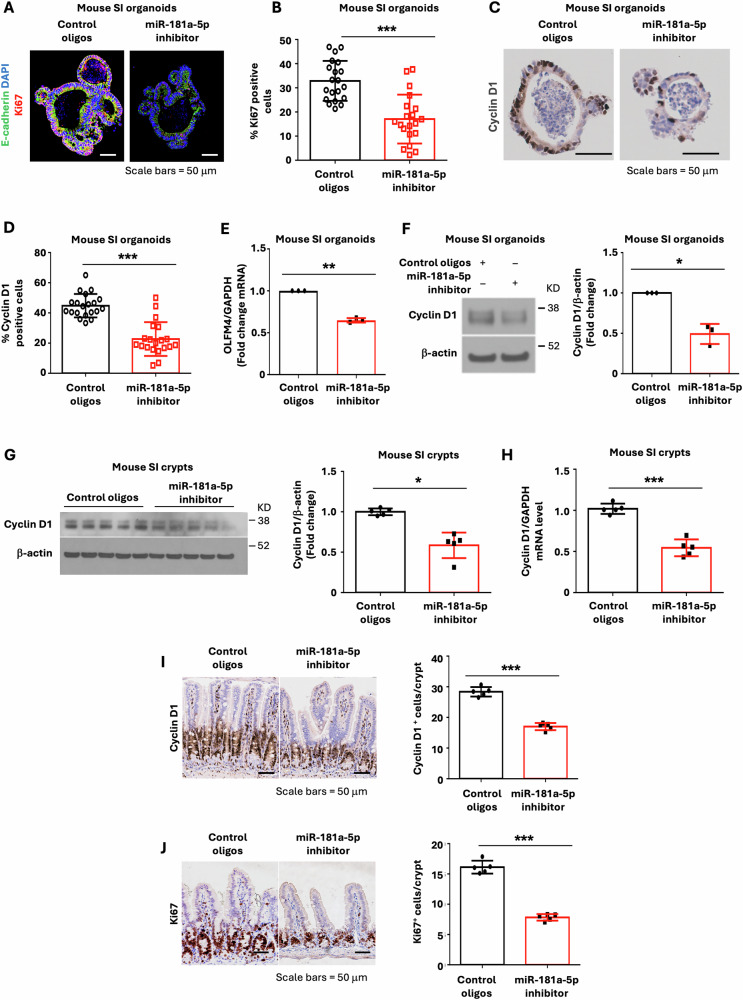
miR-181a-5p inhibitor decreased stemness in mouse SI organoids. Mouse SI organoids were cultured in the presence of LNA miR-181a-5p inhibitor or control oligos (0.75 μM) for 5 d. **A**, **B** Organoids were stained with anti-Ki67 antibody to detect proliferating cells and visualized as shown in (**A**). The percentage of Ki67 positive cells was quantified comparing organoids treated with LNA miR-181a-5p inhibitor or control oligos (**B**) (*n* = 20). **C**, **D** IHC staining for proliferation marker cyclin D1. Cyclin D1 positive cells were visualized as shown in (**C**). The percentage of cyclin D1 positive cells was quantified (**D**) (*n* = 20). **E** qPCR analysis of stem cell marker OLFM4 mRNA expression; *n* = 3 biological repeats. **F** Western blot analysis of cyclin D1 protein expression. The images are representative of three independent experiments. Cyclin D1 signals from three separate experiments were quantitated by densitometer and expressed as fold change with respect to *β*-actin. **G–J** C57BL/6 mice were injected IP with control oligos or miR-181a-5p inhibitor. Seven d after injection, mouse SI was harvested and analyzed. Western blot analysis (**H**). Cyclin D1 signals from five mice were quantitated by densitometer and expressed as fold change with respect to *β*-actin. Cyclin D1 mRNA levels were determined by qPCR (**H**). IHC staining for cyclin D1 (**I**) and Ki67 (**J**) demonstrated that the number of positive cells was decreased after in SI treated with miR-181a-5p inhibitor. (*n* = 5 mice, 20 crypts per mouse). ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.005.

### miR-181a-5p regulates human IEC differentiation and stemness

To determine whether miR-181a-5p plays a similar role in human IECs, human duodenum organoids were incubated with the LNA miR-181a-5p inhibitor or control oligos and differentiation was assessed. As shown in Fig. 5, the LNA miR-181a-5p inhibitor increased enterocyte differentiation as noted by increased expression of the enterocyte markers IAP, APOA4, FABP1, VILLIN, and Na,K-ATPase (Fig. 5A). The repression of endogenous miR-181a-5p by LNA miR-181a-5p inhibitor was also confirmed (Fig. 5B). Increased protein expression of the enterocyte markers KRT20 (Fig. 5C), Na,K-ATPase (Fig. 5D), and VILLIN (Fig. 5E) was further demonstrated by IF staining. In contrast, overexpression of miR-181a-5p repressed the basal and BMP4-induced expression of enterocyte differentiation markers in human duodenum organoids (Supplementary Fig. 3-4). Moreover, the LNA miR-181a-5p inhibitor repressed human IEC stemness as noted by decreased organoid numbers (Fig. 6A, B), decreased numbers of Ki67 (Fig. 6C, D) and cyclin D1 positive cells (Fig. 6E, F), and cyclin D1 protein expression (Fig. 6G). Together, our results demonstrate a role for miR-181a-5p in the regulation of proliferation and differentiation in mouse and human IECs. Importantly, our results suggest a predominant role for miR-181a-5p, acting downstream of BMP4, in the maintenance of intestinal homeostasis.

**Fig. 5:**
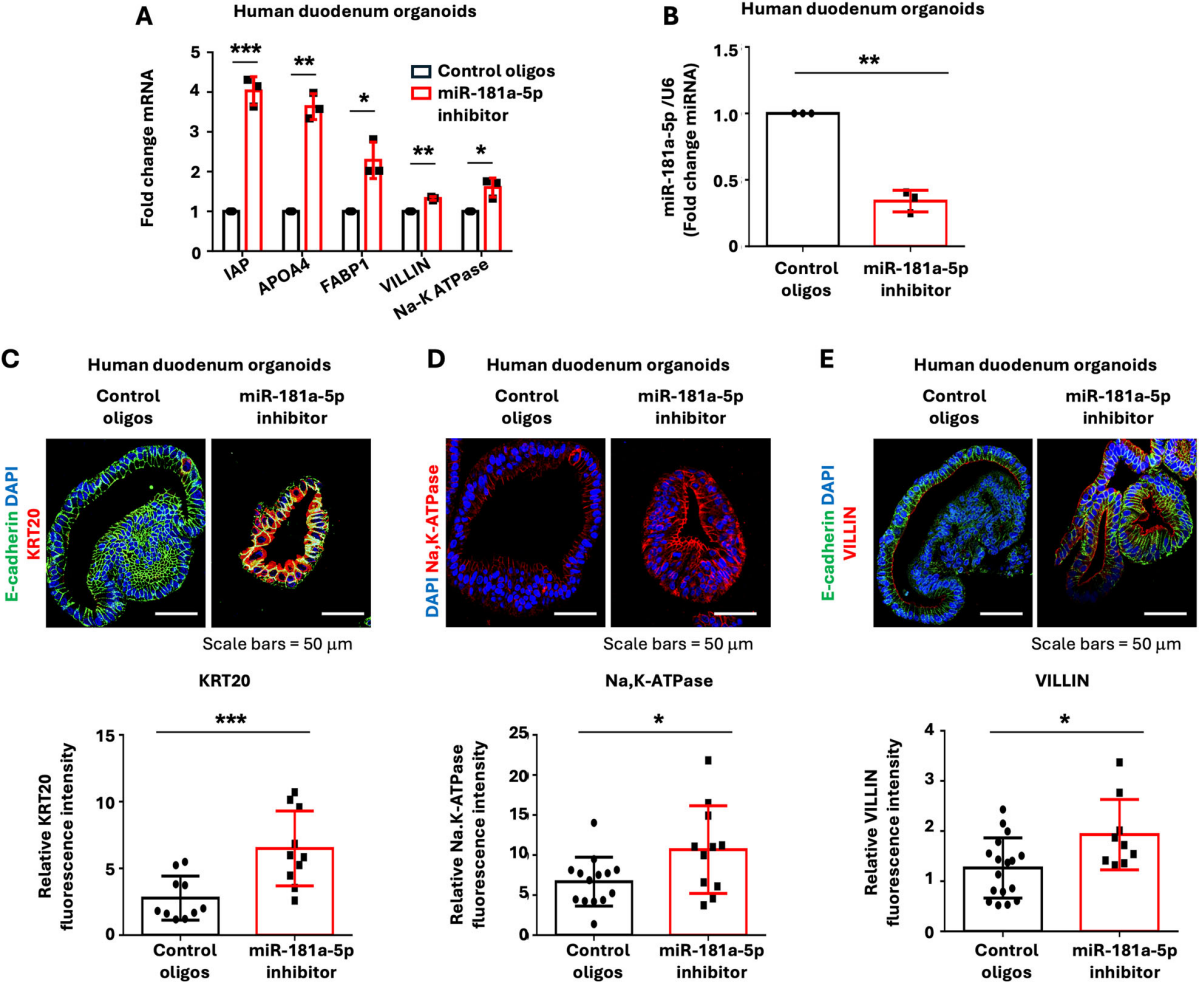
Inhibition of miR-181a-5p increased enterocyte marker expression in human duodenum organoids. Human duodenum organoids were cultured in the presence of LNA miR-181a-5p inhibitor or control oligos (1 μM) for 7 d. **A** qPCR analysis of enterocyte markers IAP, APOA4, FABP1, VILLIN, and Na,K-ATPase expression; *n* = 3 biological repeats. **B** Treatment with LNA miR-181a-5p inhibitor decreased endogenous miR-181a-5p expression; *n* = 3 biological repeats. **C**–**E** IF staining of organoids for KRT20 (**C**), Na,K-ATPase (**D**), and VILLIN (**E**). The relative fluorescence intensity of KRT20 (control oligos *n* = 10 organoids; miR-181a-5p inhibitor *n* = 10 organoids), Na,K-ATPase (control oligos *n* = 14 organoids; miR-181a-5p inhibitor *n* = 11 organoids), and VILLIN (control oligos *n* = 17 organoids; miR-181a-5p inhibitor *n* = 9 organoids) staining was quantified using ImageJ fluorescence analyzer. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.005.

**Fig. 6:**
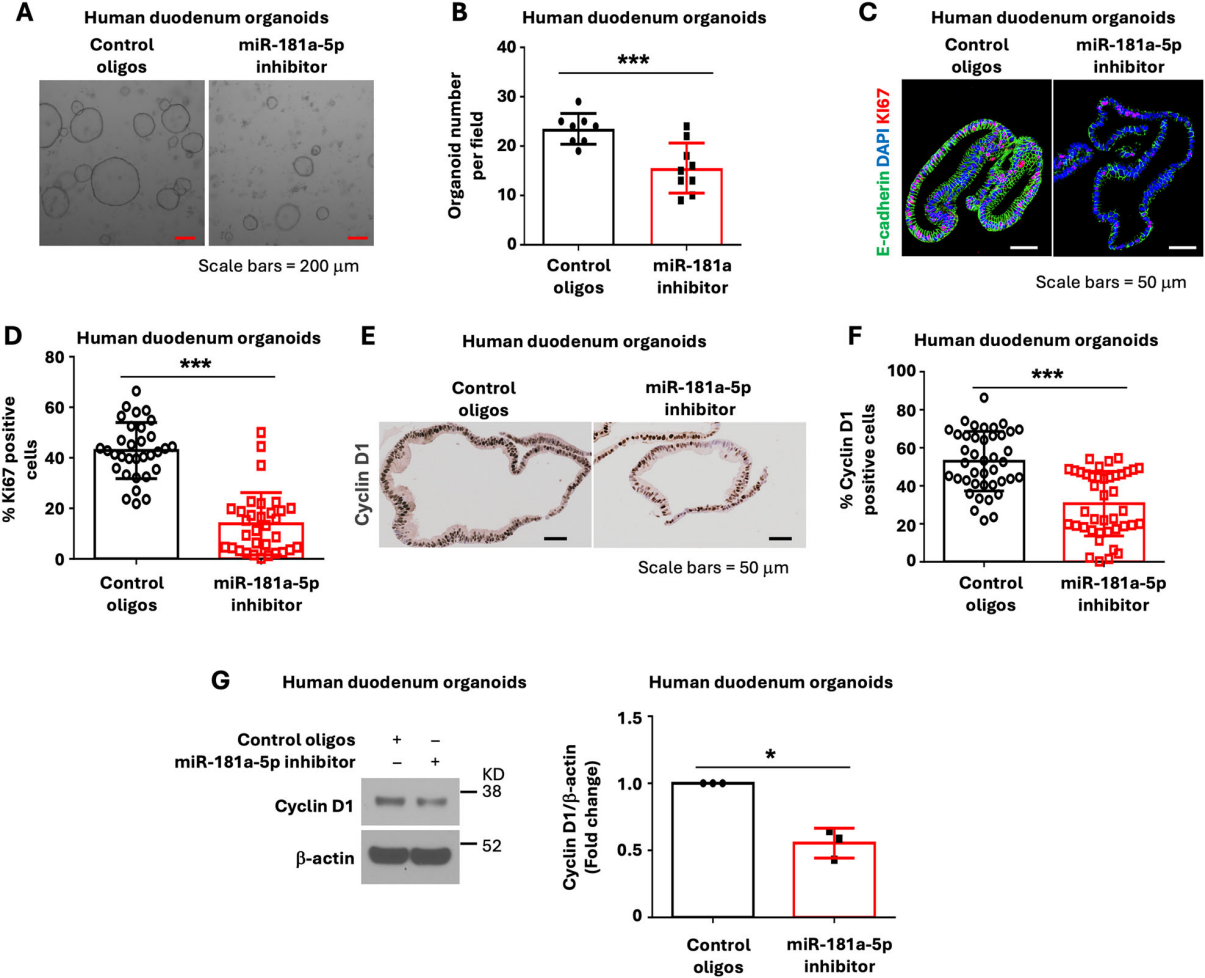
Repression of miR-181a-5p resulted in the inhibition of human IEC proliferation. Human duodenum organoids were cultured in the presence of LNA miR-181a-5p inhibitor or control oligos (1 μM) for 7 d. **A**, **B** Organoid morphology was assessed by microscopy as shown in (**A**) Organoid-forming assay is shown in **B** (*n* = 8 ~ 9 fields per group). **C**, **D** IF staining for Ki67 positive cells as an assessment of cell proliferation (**C**). The percentage of Ki67 positive cells was quantified (**D**) (*n* = 20). **E**, **F** IHC staining for proliferation marker cyclin D1 is shown in (**E**). The percentage of cyclin D1 positive cells were quantified (**F**). (*n* = 20). **G** Western blot analysis of cyclin D1 protein expression; images are representative of three independent experiments. Cyclin D1 signals from three separate experiments were quantitated by densitometer and expressed as fold change with respect to *β*-actin. ^∗^*p* < 0.05; ^∗∗∗^*p* < 0.005.

### BMP4/miR-181a-5p pathway regulates glycolysis in IECs

We and others have shown an essential role for glycolysis in the maintenance of ISC function [19, 21]. We next determined the effects of BMP4/miR-181a-5p on the metabolism of mouse intestinal organoids using Seahorse Extracellular Flux analysis. Treatment with the miR-181a-5p inhibitor significantly repressed ECAR (Fig. 7A), which is associated with decreased glycolytic capacity. In contrast, treatment with the miR-181a-5p inhibitor had only a minor effect on OCR (Supplementary Fig. 5). To determine how miR-181a-5p affects glycolysis, the expression of glycolytic enzymes involved in glycolysis was determined. Treatment with the miR-181a-5p inhibitor decreased HK1 protein expression in mouse IECs (Fig. 7B) and human IECs (Fig. 7C), suggesting that miR-181a-5p regulation of glycolysis is through regulation of HK1 expression. Consistently, treatment with BMP4 significantly repressed ECAR (Fig. 7E) in mouse IECs. Therefore, these results suggest that BMP4 inhibits glycolysis through repression of miR-181a-5p expression.

**Fig. 7:**
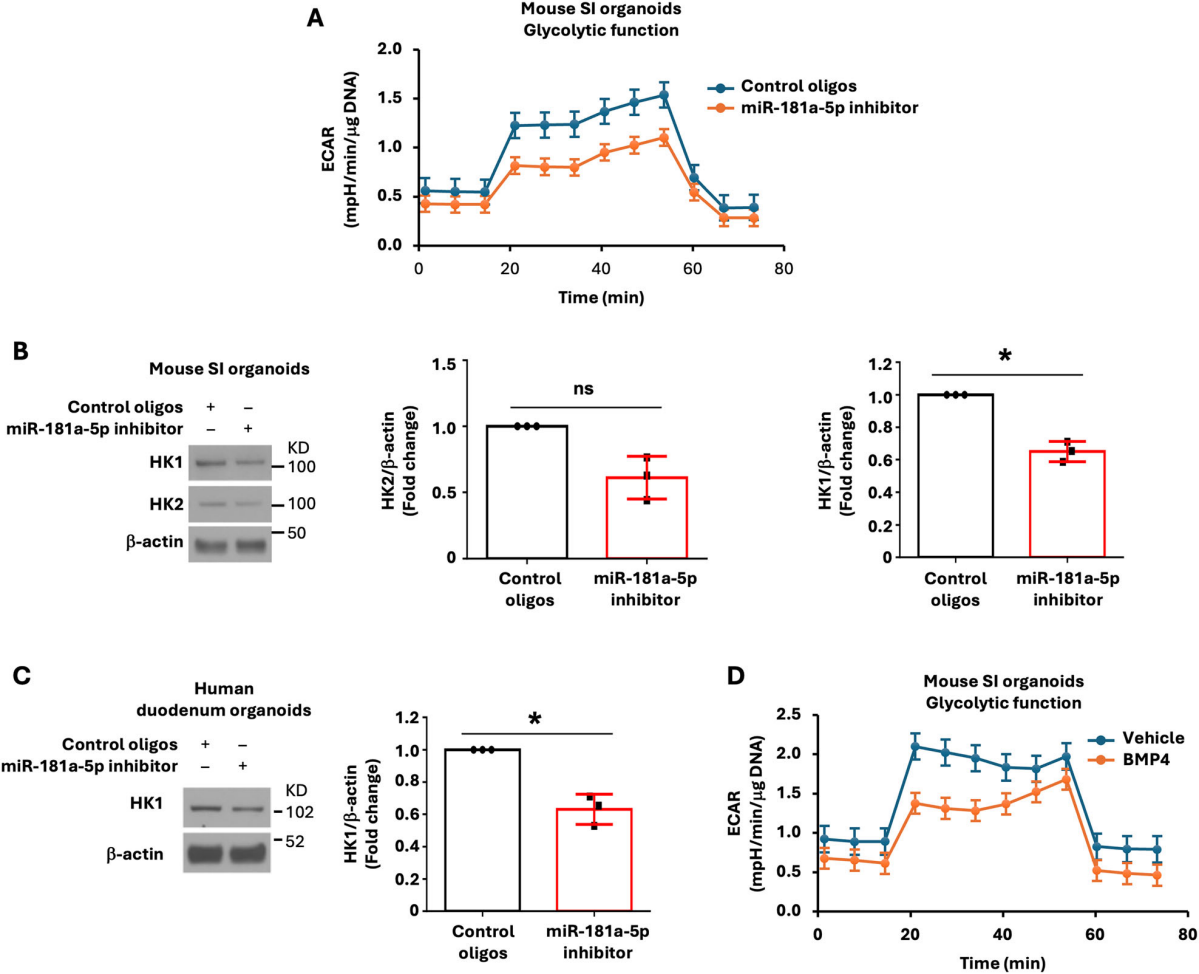
BMP4/miR-181a-5p regulates glycolysis in IECs. **A** Mouse SI organoids were treated with LNA miR-181a-5p inhibitor or control oligos (0.75 μM) for 4 d followed by Seahorse analysis of metabolism (*n* = 4 biological repeats). **B** Mouse SI organoids were treated with LNA miR-181a-5p inhibitor or control oligos (0.75 μM) for 5 d. Cells were lysed and western blot analysis was performed using antibodies against HK1, HK2, and *β*-actin. The images are representative of three independent experiments. HK1 and HK2 signals from three separate experiments were quantitated by densitometer and expressed as fold change with respect to *β*-actin. **C** Human duodenum organoids were treated with LNA miR-181a-5p inhibitor or control oligos (1 μM) for 7 d. Cells were lysed and western blot analysis was performed using antibodies against HK1 and *β*-actin. The images are representative of three independent experiments. HK1 signals from three separate experiments were quantitated by densitometer and expressed as fold change with respect to *β*-actin. **D** Mouse SI organoids were treated with BMP4 (0.5 μg/ml) for 4 d and metabolism assessed by Seahorse (*n* = 4 biological repeats). ^∗^*p* < 0.05.

### HK1-dependent glycolysis regulates enterocyte differentiation

To next determine the role of HK1 in enterocyte differentiation, mouse SI organoids were infected with lentivirus expressing the HK1 shRNA or NTC shRNA and cultured in the presence of puromycin (2 μg/ml) to select for organoid cells with stable knockdown of HK1 as described [22]. The organoids with stable knockdown of HK1 or NTC shRNA were cultured for analysis of differentiation. As shown in Fig. 8, knockdown of HK1 increased enterocyte differentiation as noted by increased enterocyte IAP activity (Fig. 8A) and expression of the enterocyte markers KRT20, IAP, and VILLIN (Fig. 8B). To further demonstrate the role of HK1, we overexpressed HK1 in the human colon cancer cell line HT29. Treatment with sodium butyrate (NaBT), a histone deacetylase inhibitor which induces normal intestinal and cancer cell differentiation [20], induced enterocyte differentiation as demonstrated by dramatic increases in IAP activity and expression of enterocyte marker KRT20 expression in HT29 cells, these increases were significantly attenuated by overexpression of HK1 in HT29 cells (Supplementary Fig. 6).

**Fig. 8:**
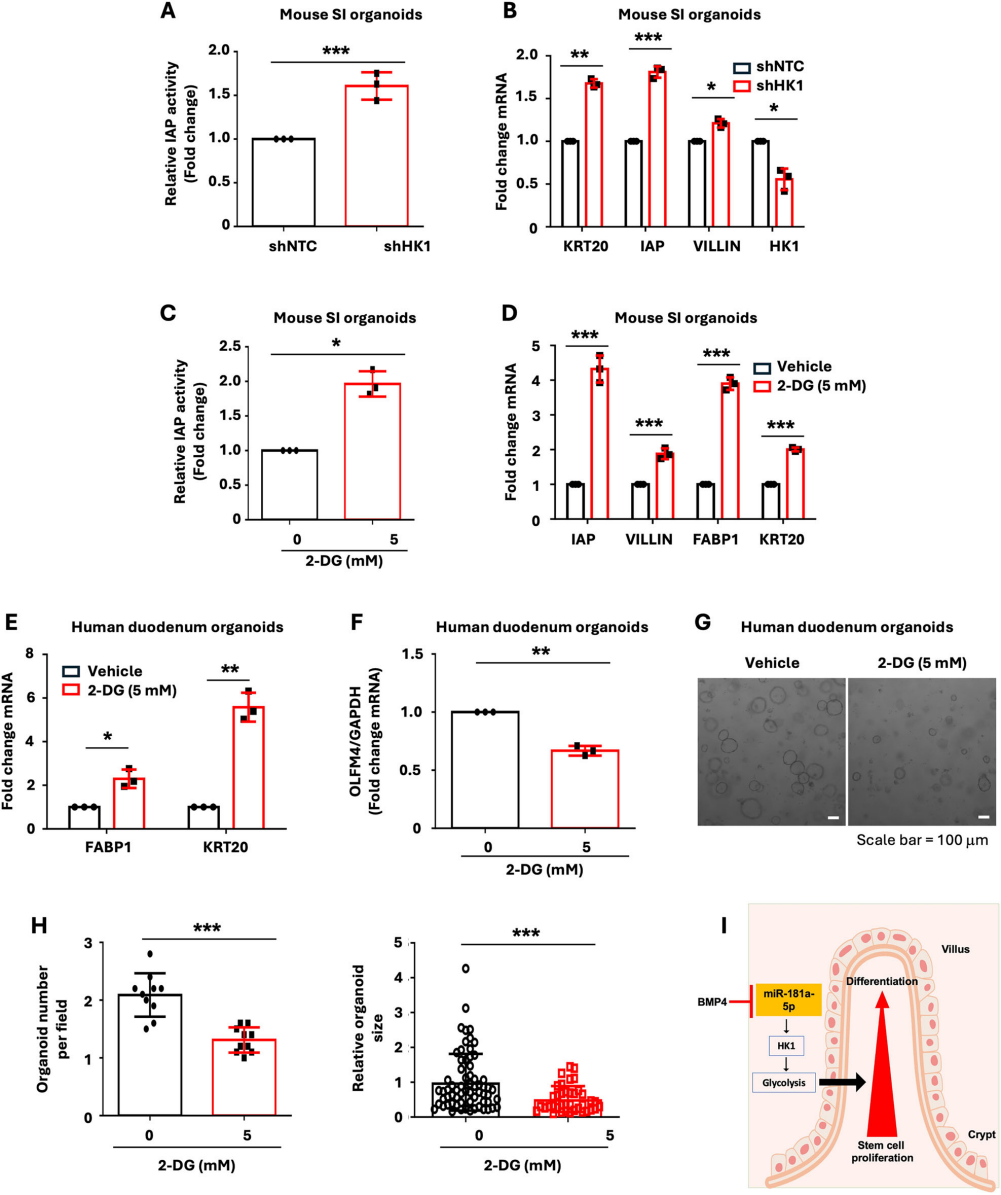
HK1-dependent glycolysis regulates intestine enterocyte differentiation. **A**, **B** Mouse SI organoids were infected with lentivirus expressing the HK1 shRNA or NTC shRNA and cultured in the presence of puromycin (2 μg/ml) to select for organoid cells with stable knockdown of HK1. The organoids with stable knockdown of HK1 were incubated for 5 d followed by extraction of cell lysates to measure IAP activity as an indication of differentiation (**A**). Total RNA was extracted, and qPCR performed; *n* = 3 biological repeats (**B**). **C**, **D** Mouse SI organoids were treated with 2-DG (5 mM) for 4 d followed by assessment of IAP activity (**C**). Expression of selective enterocyte markers was analyzed by qPCR; *n* = 3 biological repeats (**D**). **E**–**H** Human duodenum organoids were treated with 2-DG (5 mM) for 4 d and then analyzed for the expression of enterocyte markers (**E**) and the stem cell marker OLFM4 (**F**) by qPCR; *n* = 3 biological repeats. Representative image of organoid morphology following treatment with either 2-DG or control (**G**). Organoid numbers (*n* = 10 fields per group) (**H**, left panel)) and organoid size (*n* = 66 organoids per control group; *n* = 38 organoids per 2-DG treatment group) (**H**, right panel) were assessed. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.005. (**I**) Summary model illustrating the proposed role of BMP4/miR-181a-5p signaling pathway in intestinal cell proliferation and differentiation.

To further determine the regulation of enterocyte maturation by HK1/glycolysis, we used the glycolysis inhibitor 2-deoxyglucose (2-DG). Similar to HK1 knockdown, treatment of mouse SI organoids with 2-DG increased enterocyte differentiation (Fig. 8C, D). Moreover, we show that 2-DG increased enterocyte differentiation (Fig. 8E), inhibited stem cell marker OLFM4 mRNA expression (Fig. 8F), and repressed organoid growth (Fig. 8G, H) in human IECs. These results suggest that the alteration of glycolysis by BMP4/miR-181a-5p mediates the effects of BMP4/miR-181a-5p on IEC proliferation and differentiation. Taken together, our results support a model in which BMP4/miR-181a-5p leads to glycolytic reprogramming and regulation of IEC proliferation and differentiation (Fig. 8I).

## Discussion

In this study, we identify the miR-181 family as downstream of BMP4 signaling in IECs. BMP4 repressed miR-181 family member expression, promoted enterocyte maturation, and inhibited IEC stemness. Consistent with these results, inhibition of miR-181a-5p increased enterocyte differentiation and inhibited mouse and human ISC renewal. BMP4/miR-181a-5p controls HK1/glycolysis which contributes to the maintenance of IEC stemness and enterocyte differentiation. Taken together, our results demonstrate a novel BMP4/miR-181a-5p/glycolysis signaling mechanism in the regulation of IEC proliferation and differentiation.

In this current study, we show that BMP4 represses miR-181 family in IECs. BMP signaling is a crucial regulator of intestinal proliferation and differentiation [11]. However, the molecular underpinnings of the BMP pathway in this context are unknown. BMP ligands bind to a type II receptor, which in turn bind and phosphorylate a type I receptor resulting in activation of the canonical BMP/SMAD signaling and enterocyte differentiation [38]. Activation of the BMP/SMAD signaling pathway promotes enterocyte differentiation via HNF4 and SMAD4 interaction [40]. In addition to SMAD-mediated signaling activation, BMPs can also activate noncanonical signaling including the activation of the MAPK pathway [41]. miRNAs have also been shown to modulate BMP signaling to regulate ISC proliferation [42]. For example, a stress-response miR-958 modulates BMP signaling and, in turn, ISC numbers during tissue regeneration [43]. miR-31 promotes ISC proliferation through repression of BMP signaling pathway [44]. BMP/SMAD signaling regulates miRNA expression at both the transcriptional and post-transcriptional level [45]; however, whether miRNAs are regulated by BMP4 in IECs is not known. We show that miR-181a-5p, as a downstream target of BMP4 signaling, mediates the function of BMP4 signaling in IECs. To dissect BMP4 signaling, we used a BMP type I receptor inhibitor LDN-193189. BMP4-mediated inhibition of miR-181a-5p and induction of enterocyte differentiation were attenuated by LDN-193189. LDN-193189 has been shown to affect all known BMP-induced signaling cascades [46]. Although LDN-193189 attenuated BMP4-mediated miR-181 repression in IECs, it remains to be defined whether BMP4 represses miR-181 through canonical BMP/SMAD signaling or noncanonical BMP signaling.

Accumulating evidence suggests that miR-181 plays important roles in the control of intestinal cell fate. For example, Jimenez et al. [14] reported that miR-181a is required for intestinal epithelial repair after mucosal injury. Our results demonstrate that miR-181a-5p is critical for the renewal of human and mouse ISCs suggesting a conserved role for miR-181a in the mammalian intestine. Indeed, miR-181a-5p is a conserved miRNA with the ability to regulate pathological processes, such as angiogenesis, inflammatory response, and obesity [47]. The expression of miR-181a in patients with ulcerative colitis was significantly lower than that in normal controls, and miR-181a deficiency promotes development of severe colonic inflammation in DSS-induced colitis in mice [14, 48]. These results indicate that miR-181a may play an important role in the pathogenesis of IBD. In our study, we identified miR-181 as the target of BMP4 in IECs. In line with these findings, excessive BMP4 in the intestinal crypt–villus axis impairs, whereas transgenic overexpression of the BMP4 antagonist Grem1 enhances the intestinal regeneration in DSS-induced colitis [49]. Together, these findings further suggest an important role for miR-181 in mediating the effects of BMP4 on intestinal inflammation and regeneration. However, whether administration of mir-181a-5p attenuates intestinal inflammation remains to be defined.

The intestinal epithelium lacking Dicer, a key enzyme in the miRNA biogenesis pathway, shows dysregulation of differentiation and impaired intestinal barrier function [50]; however, whether individual miRNAs directly regulate IEC differentiation remains poorly understood. Our results demonstrate that miR-181a-5p is an important regulator of ISC differentiation since miR-181a-5p inhibition enhances enterocyte maturation. The wide-ranging effects of the miR-181 family members on regulating differentiation have been demonstrated in multiple tissue types [51]. Moreover, the inhibitory function of miR-181 family members on differentiation has been shown in osteoclasts ([52]). In contrast, miR-181 family members demonstrate a pro-differentiation effect for a number of cell lineages including osteoblasts, hypertrophic chondrocytes, adipocytes, myoblasts, B cells, NK/NKT cells, and thymocytes [51, 53]. This differential effect of miR-181 is likely due to specific cell types expressing distinct populations of mRNAs targeted by miR-181 homologs.

We found that BMP4/miR-181a-5p regulates glycolysis in IECs. BMP4 significantly represses the expression of the miR-181 family in IECs, and this repression of miR-181a-5p decreases glycolysis. In agreement with our findings, treatment with BMP4 decreased glycolytic capacity in T cells [54]. miR-181a-5p has been shown to reduce the electron transport chain, resulting in an increase in HK2 and glycolytic activity in liver cancer cells [55]. In addition, miR-181a-5p promoted glycolysis by targeting N-myc downstream-regulated gene 2 in breast cancer cells [56]. Although we show that inhibition of miR-181a-5p represses HK1 expression and glycolysis, the mechanisms involved in miR-181a-5p regulation of HK1/glycolysis remain to be further defined. Previously, we have shown HK2-dependent glycolytic activity plays a critical role in the maintenance of ISC renewal and differentiation [19]. Taken together, the results from our current study suggest that BMP4/miR-181a-5p regulates enterocyte differentiation and IEC proliferation by the regulation of glycolysis.

In conclusion, our results demonstrate that miR-181 expression is regulated in IECs by the BMP4 signaling pathway. Importantly, these novel findings add the miR-181 family to the growing list of factors regulated by BMP4. Moreover, our results provide a better understanding of the potential mechanism underlying the role of the BMP4 pathway in intestinal cell homeostasis.

## Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplemental Figure Legends & Supplemental Table 1 & Supplemental Materials, Methods, and References

Original Blots

## Data Availability

The miRNA-seq and total RNA-seq data reported in this study is available from Gene Expression Omnibus (GEO) with accession code GSE266339 and GSE294782, respectively. All other data analyzed during this study are included in this article and the supplemental data files.

# Supplementary material for: miR-181a-5p mediates the effects of BMP4 on intestinal cell proliferation and differentiation
**Source:** Cell Death Dis. 2025 May 28;16(1):420. doi: 10.1038/s41419-025-07730-w
**Supplement:** Supplementary file 7 — Supplemental Figure Legends & Supplemental Table 1 & Supplemental Materials, Methods, and References

**Supplemental Figure 1.** **miR-181a-5p mimics decreased enterocyte marker expression in mouse SI organoids.** Mouse SI organoids with overexpression of miR-181a-5p mimic or mimic control were assessed for the expression of miR-181a-5p (**A**) or selective enterocyte markers (**B**) by qPCR; *n* = 3 biological repeats. ^∗^*P*<.05; ****P*<.005.

**Supplemental Figure 2. A cell-permeable miR-181a-5p inhibitor is effective in the intestine 3 days after one dose.** Mice were IP injected with control oligos or miR-181a-5p inhibitor (20 mg/kg). Three d after injection, SI (**A**) and colonic (**B**) mucosa was collected and total RNA extracted and the expression of miR-181a-5p was analyzed by qPCR. *n* = 3 mice per group. **p* < .05.

**Supplemental Figure 3. Overexpression of miR-181a-5p represses the expression of enterocyte differentiation markers in human duodenum organoids.** Human duodenum organoids infected with lentivirus expressing miR-181a-5p mimic or mimic control were assessed for the expression of miR-181a-5p (**A**) or enterocyte differentiation markers (**B**) by qPCR; *n* = 3 biological repeats. **p* <.05; ***p* <.01; ****p* <.005.

**Supplemental Figure 4. Overexpression of miR-181a-5p attenuates BMP4-induced expression of enterocyte differentiation markers in human duodenum organoids.** Human duodenum organoids infected with lentivirus expressing miR-181a-5p mimic or control mimic were treated with or without BMP4 (100 ng/ml) for 5 d. qPCR analysis of selected enterocyte markers; *n* = 3 biological repeats. **p* <.05; ****p* <.005.

**Supplemental Figure 5. Treatment with LNA miR-181a-5p inhibitor has minor effect on OCR.** Mouse SI organoids were treated with LNA miR-181a-5p inhibitor or control oligos (0.75 μM) for 4 d followed by Seahorse analysis for oxygen consumption. The normalized OCR was shown. (control oligos *n* = 4 biological repeats; miR-181a-5p *n* = 5 biological repeats).

**Supplemental Figure 6. Overexpression of HK1 inhibits the expression of enterocyte differentiation markers in HT29 cells.** HT29 cells with overexpression of HK1 were treated with NaBT (5 mM) for 48 h. (**A**) IAP activity assay. *n* = 3 biological repeats. **p* <.05. (**B**) Western blotting analysis.

| **gene_symbol** | **logFC** | **logCPM** | **PValue** | **FDR** |
| --- | --- | --- | --- | --- |
| **Vil1** | -0.09472 | 9.228135 | 0.514436 | 0.761542 |
| **Apoa4** | -0.55976 | 8.91107 | 0.045644 | 0.201385 |
| **Anpep** | -2.14367 | 9.891145 | 1.48E-17 | 7.06E-15 |
| **Cbr1** | -0.00954 | 7.124634 | 0.95018 | 0.993073 |
| **Fabp1** | -0.91366 | 8.62968 | 0.00195 | 0.024968 |
| **Alpi** | -0.70794 | 5.915054 | 0.156366 | 0.411397 |

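The columns of the table below are edgeR's output for 6 genes. The logFC is the log2 of the ratio of the fitted mimic to control level, so that a negative value is a lower level with the mimic. The logCPM is the log2 of the mean CPM over the libraries. The PValue is the test's unadjusted p, and the FDR is that p adjusted for all genes tested. The values rest on large counts. Anpep had expected counts of 70983 and 38592 in the mimic control libraries and of 9051 and 14663 in the miR-181a-5p mimic libraries. Vil1 had 22156 and 20475 in the controls and 17444 and 21469 with the mimic. For Fabp1 the expected counts were 14071 and 20695 against 10194 and 7973, and for Cbr1 4726 and 4855 against 4469 and 4820. Apoa4 had 15088 and 23352 in the controls and 11369 and 14784 with the mimic. The lowest counts of the table were those of Alpi, 1515 and 3415 in the controls and 1997 and 994 with the mimic. The mean log2 CPM in the present fit were 9.23 for Vil1, 8.91 for Apoa4, 9.89 for Anpep, 7.12 for Cbr1, 8.63 for Fabp1 and 5.92 for Alpi. At such depths the counting error is small beside the difference between replicates. In normalized CPM, the difference between the controls was more than that between the group means for every gene of the table except Anpep.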

**Supplemental Table 1.** RNA-seq analysis showing decreased expression of enterocyte markers in mouse SI organoids overexpressing miR-181-5p mimic.

# **Supplemental Materials and Methods**

**HT29 stable cells expression HK1.** The Full-length sequence of human HK1 was amplified from the plasmid expressing human HK1 (#21917, Addgene, Watertown, MA) and was sub-cloned into the pCW57-GFP-2A-MCS lentiviral vector (#41393, Addgene). The human CRC cell line, HT29, purchased from ATCC, was maintained in McCoy’s 5A supplemented with 10% fetal calf serum (FCS). HT29 cells were tested for Mycoplasma contamination using a sensitive PCR-based Mycoplasma detection kit (Biovision) and were found to be negative. Authentications were confirmed by a 100% match in comparison to the reference STR profiles from ATCC.  HT29 cells were infected with lentiviral particles containing protein expression vector encoding gene for HK1, selected with puromycin (5 μg/ml), and induced by doxycycline (400 ng/ml) as described ^1^.

**Total RNA-seq.** The total RNA from control miRNA or miR-181a-5p mimic overexpression mice organoids were collected and total RNA-seq was performed as described ^2^. Briefly, total RNA was quantified by automated electrophoresis on the 2100 Bioanalyzer [Agilent Technologies, Inc., Santa Clara, CA] and normalized to 250 ng total RNA input in 10 uL. Ribosomal RNA was then depleted using Roche KAPA RiboErase (HMR) enzymatic depletion kit. 

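Enzymatic depletion removes ribosomal RNA and leaves other transcripts in the library whether or not they end in a poly(A) tail, so that transcripts without a tail are counted too. Annotated ribosomal RNA genes, the mitochondrial ones included, took 0.442% of the expected counts in mimic control replicate 1 and 0.1% in control replicate 2. Their share was 0.119% and 0.0848% in mimic replicates 3 and 4. Ribosomal RNA outside the annotation is not counted, so the share does not measure how complete the depletion was. Rn7sk, a small nuclear RNA without a poly(A) tail, had 12254 and 10201 normalized CPM in the controls and 10549 and 9740 with the mimic. Rpph1, the RNA of ribonuclease P, had 2266 and 2056 in the controls and 2134 and 2214 with the mimic. Protein-coding genes took between 88.5% and 91.3% of the counts in the 4 libraries.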

Following ribosomal depletion and subsequent purification, RNA was fragmented, and cDNA synthesized. Total RNAseq libraries were then constructed using the Roche KAPA RNA HyperPrep kit and sequenced using a Single-read 100 cycle kit on the HiSeq 2500 [Illumina, Inc., San Diego, CA]. Sequencing reads were trimmed and filtered using Trimmomatic ^3^ to remove adapters and low-quality bases. 

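RSEM estimates the number of reads from each transcript by expectation maximization and sums them per gene, and TPM divides these estimates by transcript length and scales each library to the same total. Of the values in the count table, 14.8% and 13.9% were not whole in the mimic control libraries and 14.5% and 14.1% in the mimic libraries. Counts were above 0 for 25560 and 24602 genes in the controls and for 24390 and 24563 with the mimic. At least 1 TPM was reached by 14017 and 13766 genes in the controls and by 13516 and 13727 genes with the mimic.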

Trimmed reads were mapped to the mouse reference genome assembly GRCm38 (mm10) transcripts annotation using RSEM ^4^. 

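In the present fit, the TMM factors that correct the library totals for composition were 1.01 and 0.98 in the mimic control libraries and 1.01 and 1.01 in the miR-181a-5p mimic libraries, so the scaling differed little from the library totals. The R package offers several tests on the same counts, and the supplemental methods name the package without the test. Both tests were run at an adjusted p under 0.05 on simulated counts of 16825 genes. In these, 200 genes were changed 2-fold or 4-fold, a list of 25 and a further 2000 genes were lowered by less than 2-fold, and the rest were unchanged. The quasi-likelihood test recovered 71.5% of the 200 genes, and 14 of its 163 calls were on unchanged genes. The exact test recovered 78% of them, and 40 of its 216 calls were on unchanged genes.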

RSEM results normalization and differential expression analysis were performed using the R package EdgeR ^5^. Significantly up/downregulated genes between groups were determined as fold change >= 2 and q-value < 0.05.

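Applied as 2 separate criteria to the 4 libraries, the fold change threshold removed 258 of the 612 genes that passed the adjusted p in edgeR's quasi-likelihood test. A test of whether the fold change itself exceeds 1.5, which combines the criteria in 1 p-value, called 22 genes higher and 55 lower at an adjusted p under 0.05 with edgeR's glmTreat.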

**Supplementary References**

1. Li, C. *et al.* Regulation of SIRT2 by Wnt/β-catenin signaling pathway in colorectal cancer cells. *Biochim Biophys Acta Mol Cell Res* **1868**, 118966 (2021).

2. Wei, R. *et al.* Ketogenesis Attenuates KLF5-Dependent Production of CXCL12 to Overcome the Immunosuppressive Tumor Microenvironment in Colorectal Cancer. *Cancer Res* **82**, 1575-1588 (2022).

3. Bolger, A.M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114-2120 (2014).

4. Li, B. & Dewey, C.N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* **12**, 323 (2011).

5. Love, M.I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).

# Supplementary material for: miR-181a-5p mediates the effects of BMP4 on intestinal cell proliferation and differentiation
**Source:** Cell Death Dis. 2025 May 28;16(1):420. doi: 10.1038/s41419-025-07730-w
**Supplement:** Supplementary file 8 — Original Blots

## Slide 1
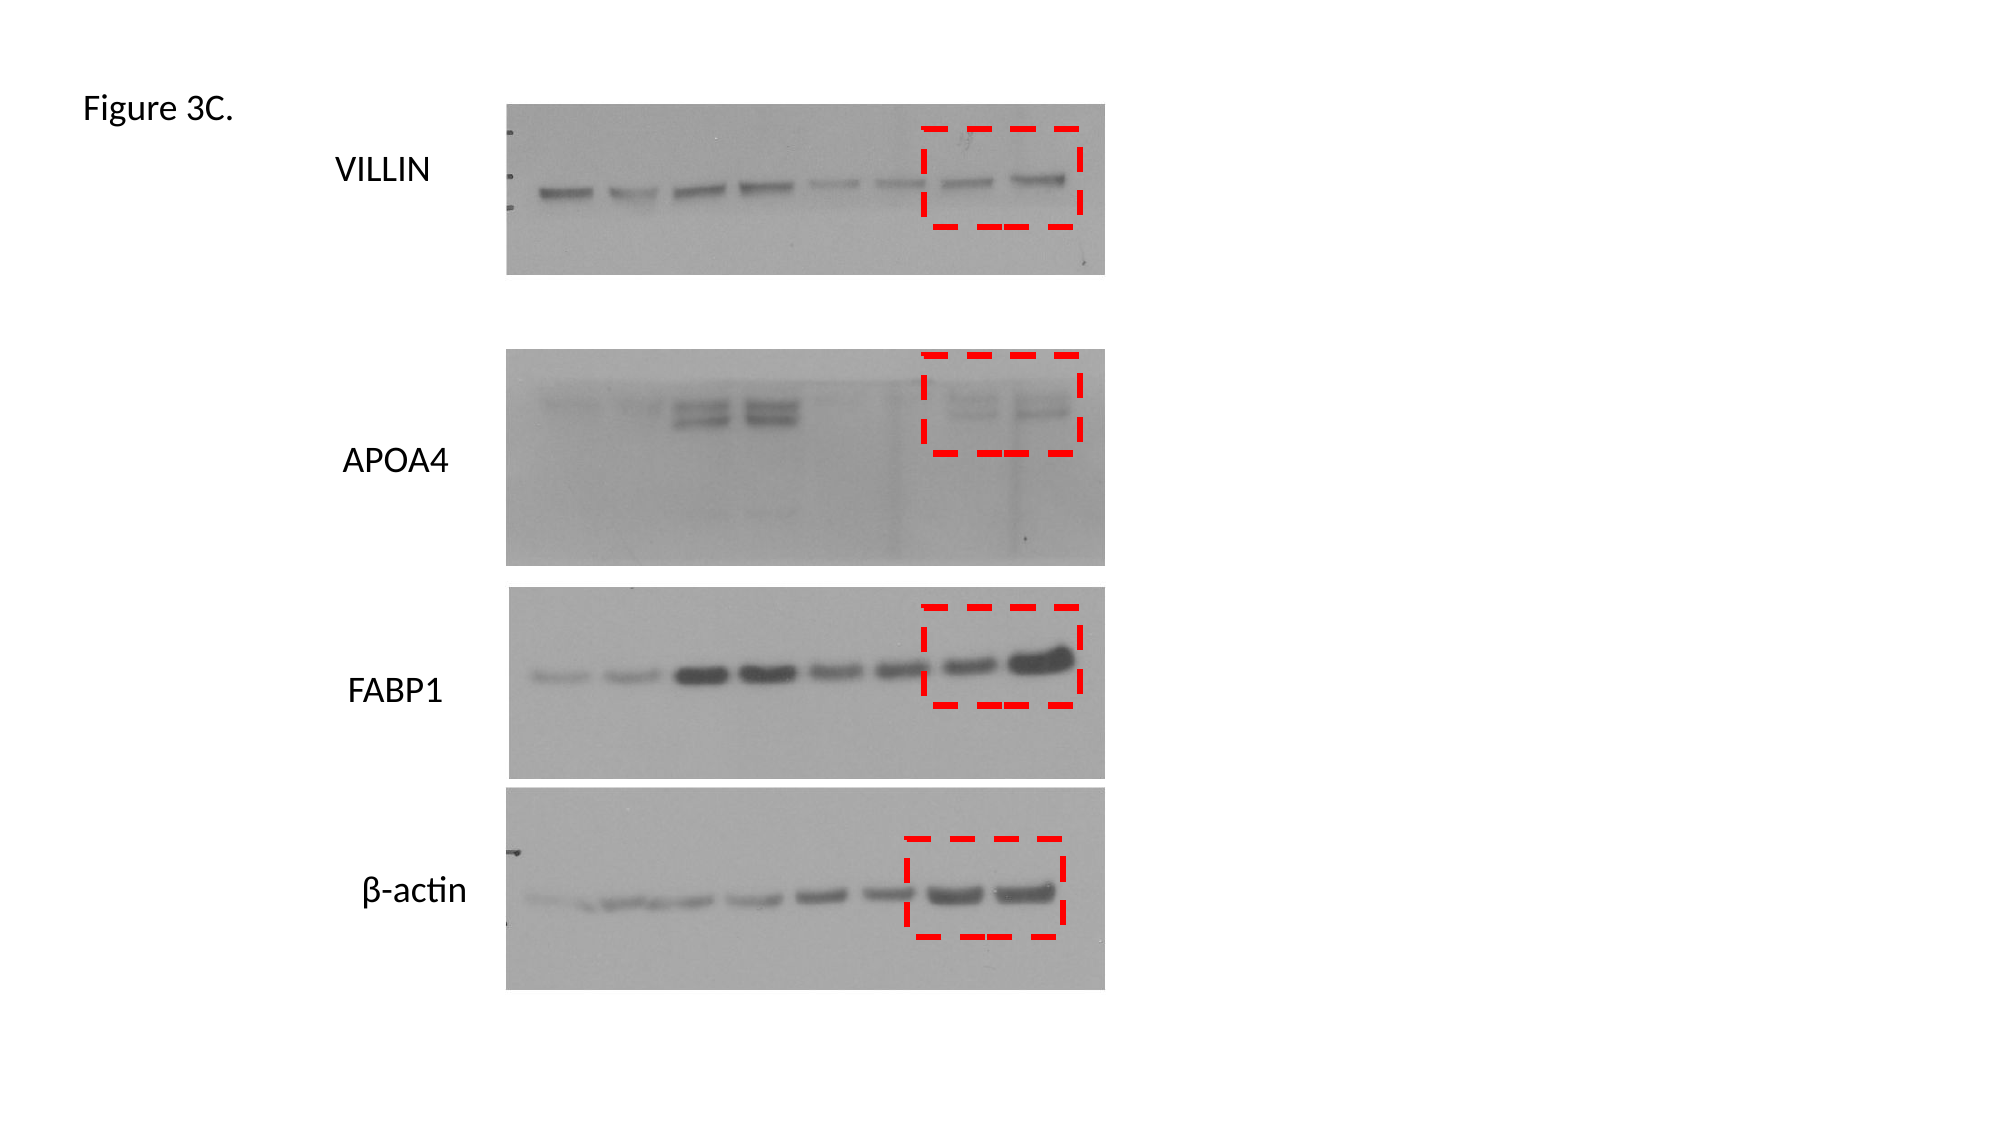

Figure 3C.
VILLIN
APOA4
FABP1
β-actin

## Slide 2
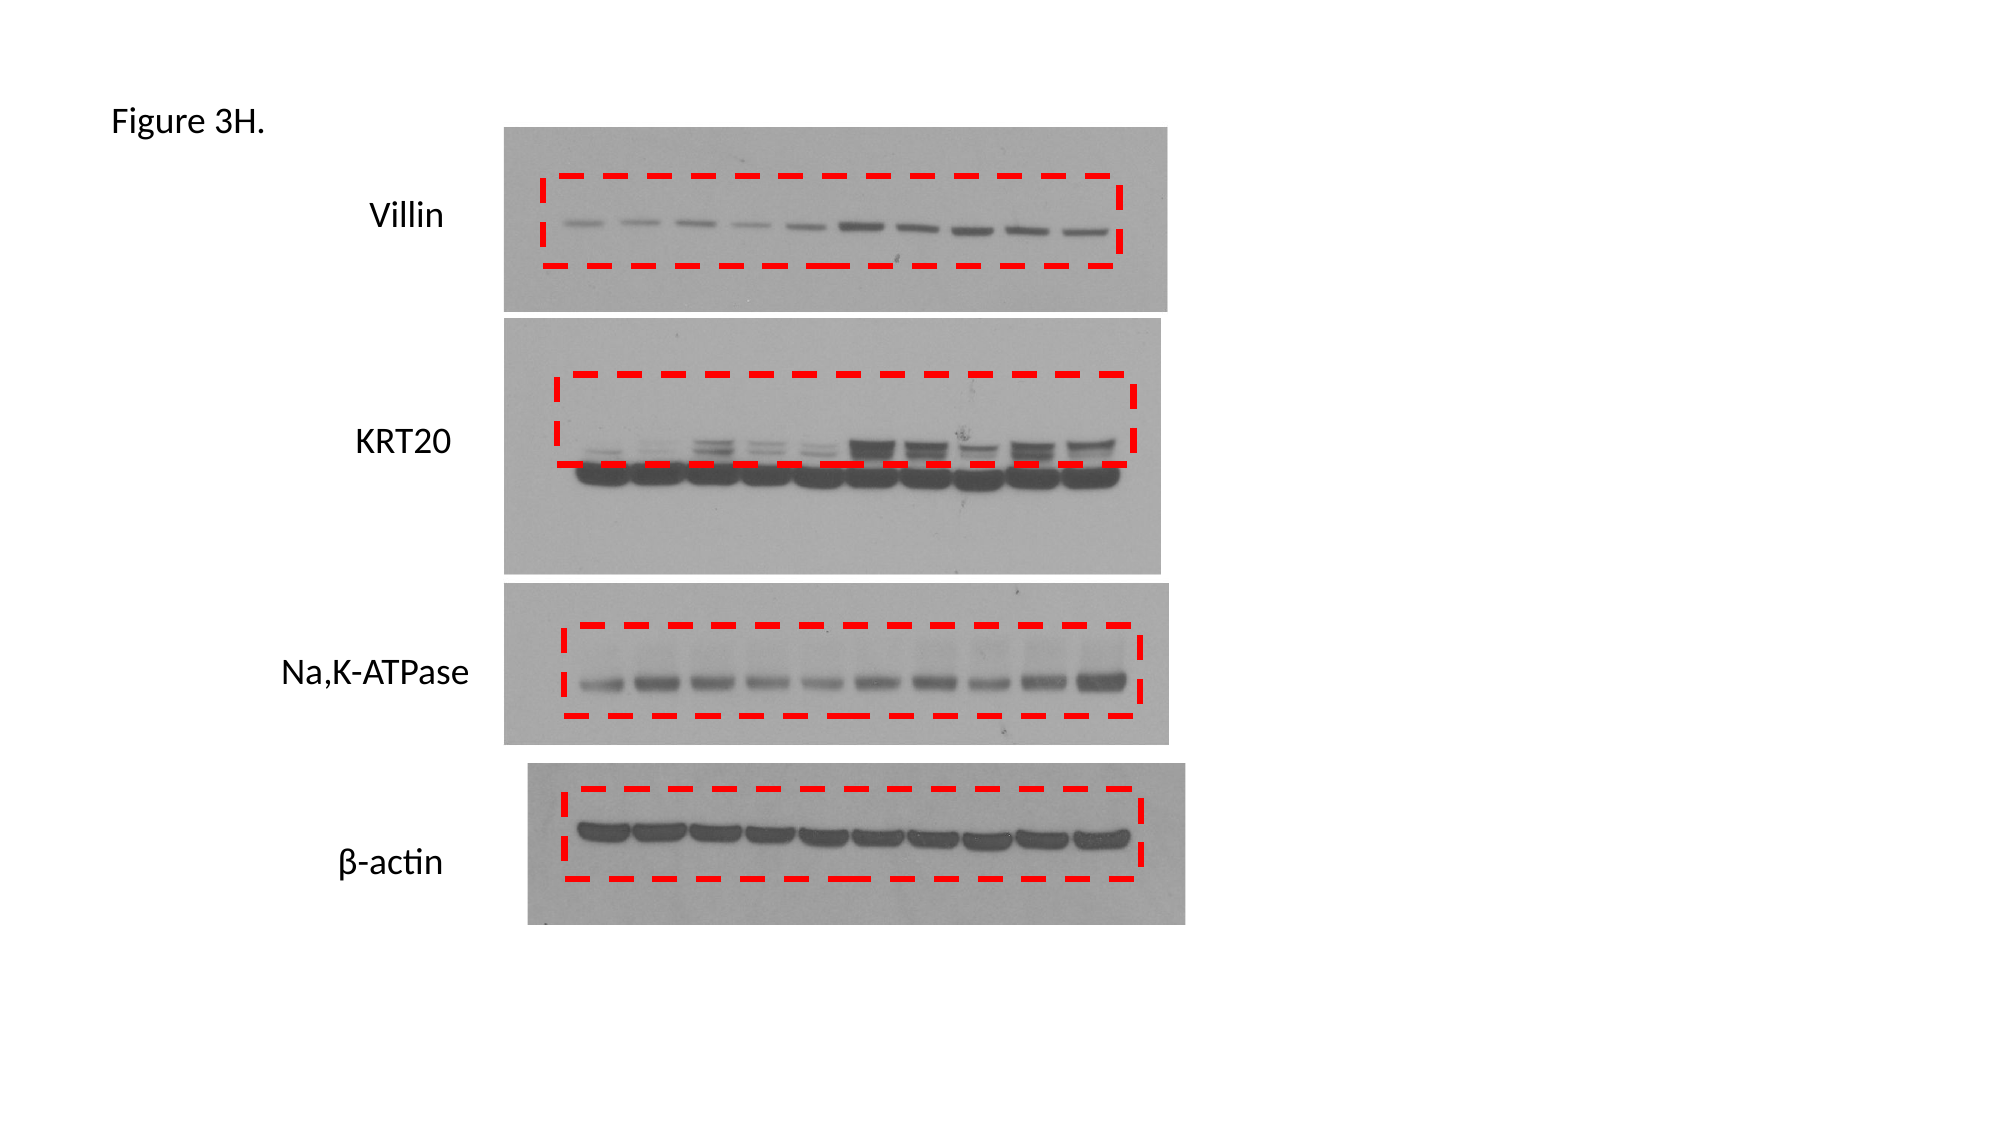

Figure 3H.
Villin
KRT20
Na,K-ATPase
β-actin

## Slide 3
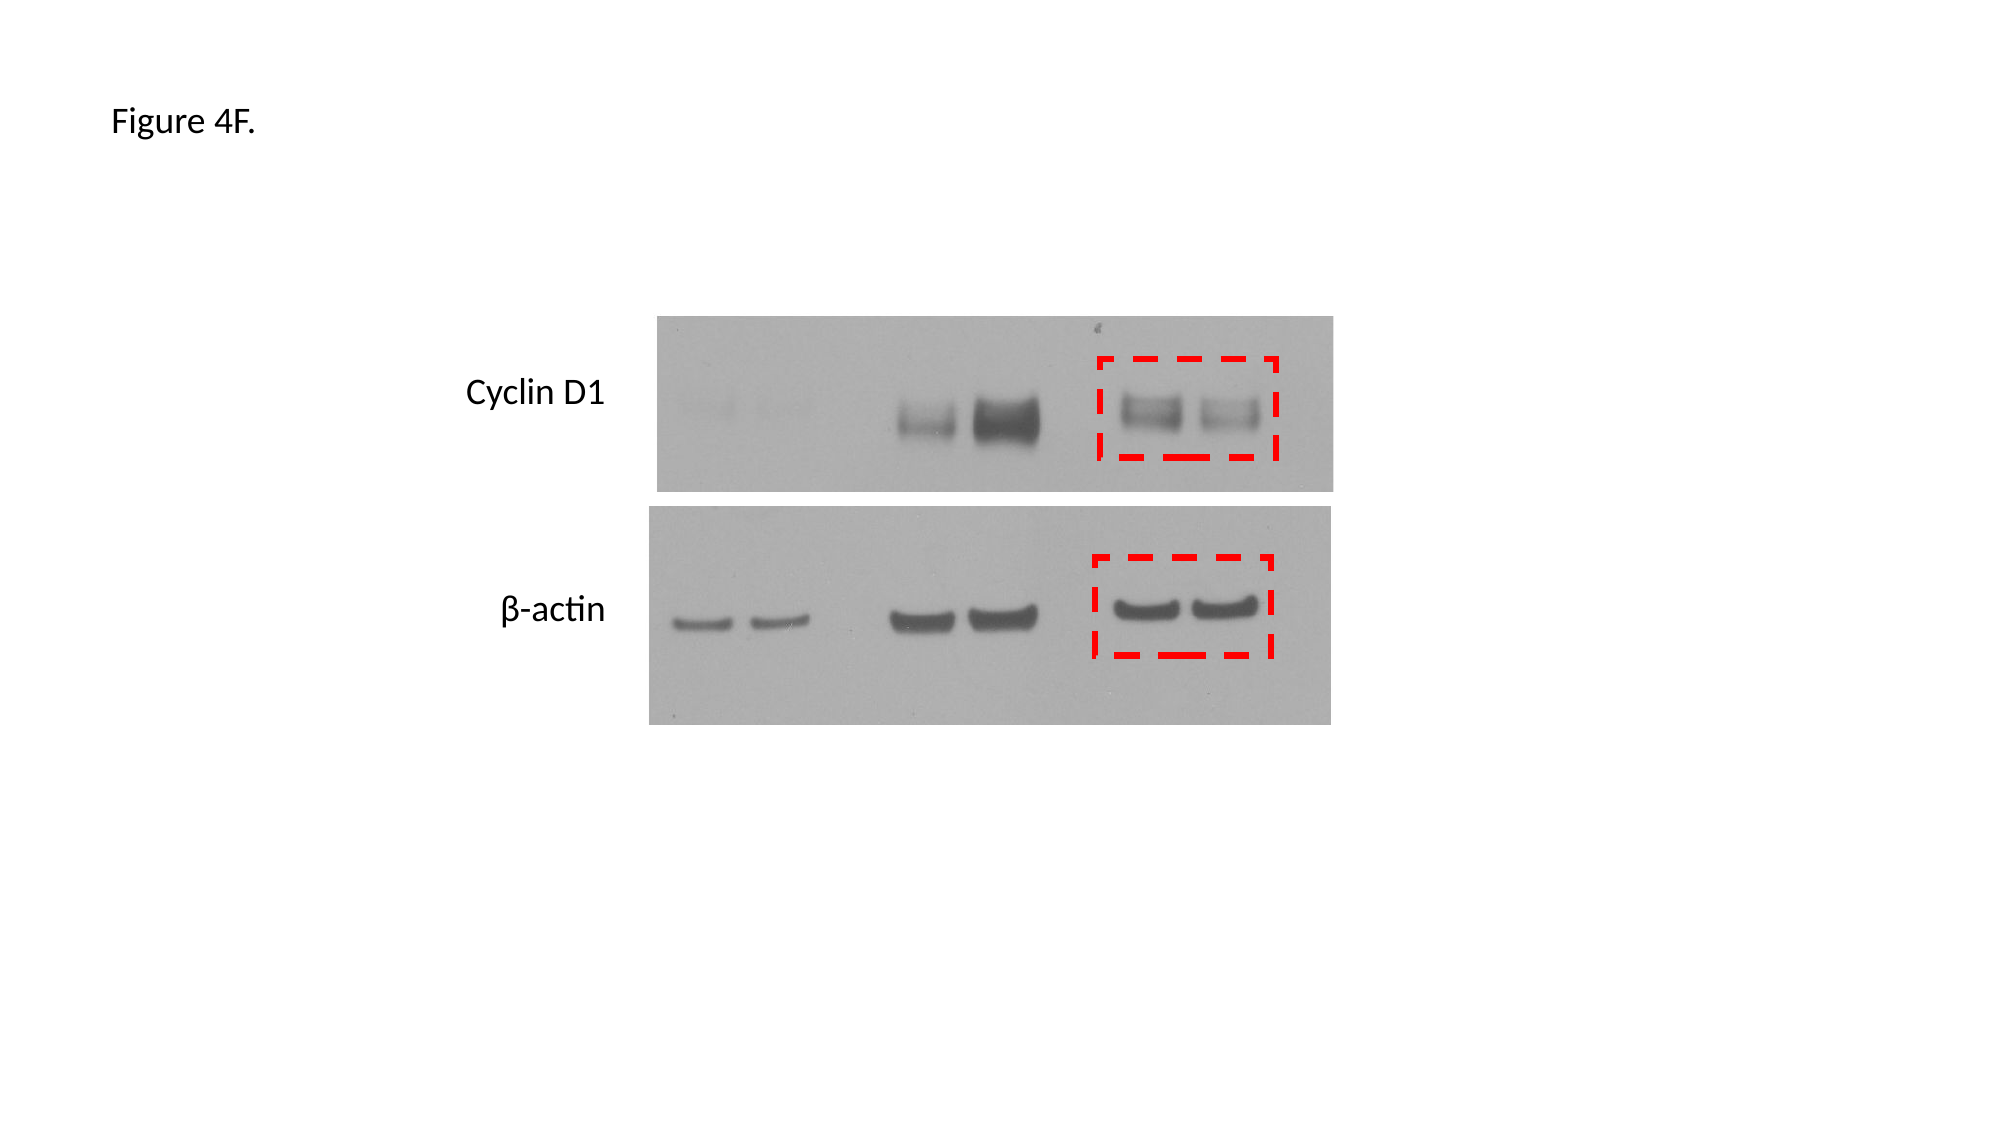

Figure 4F.
Cyclin D1
β-actin

## Slide 4
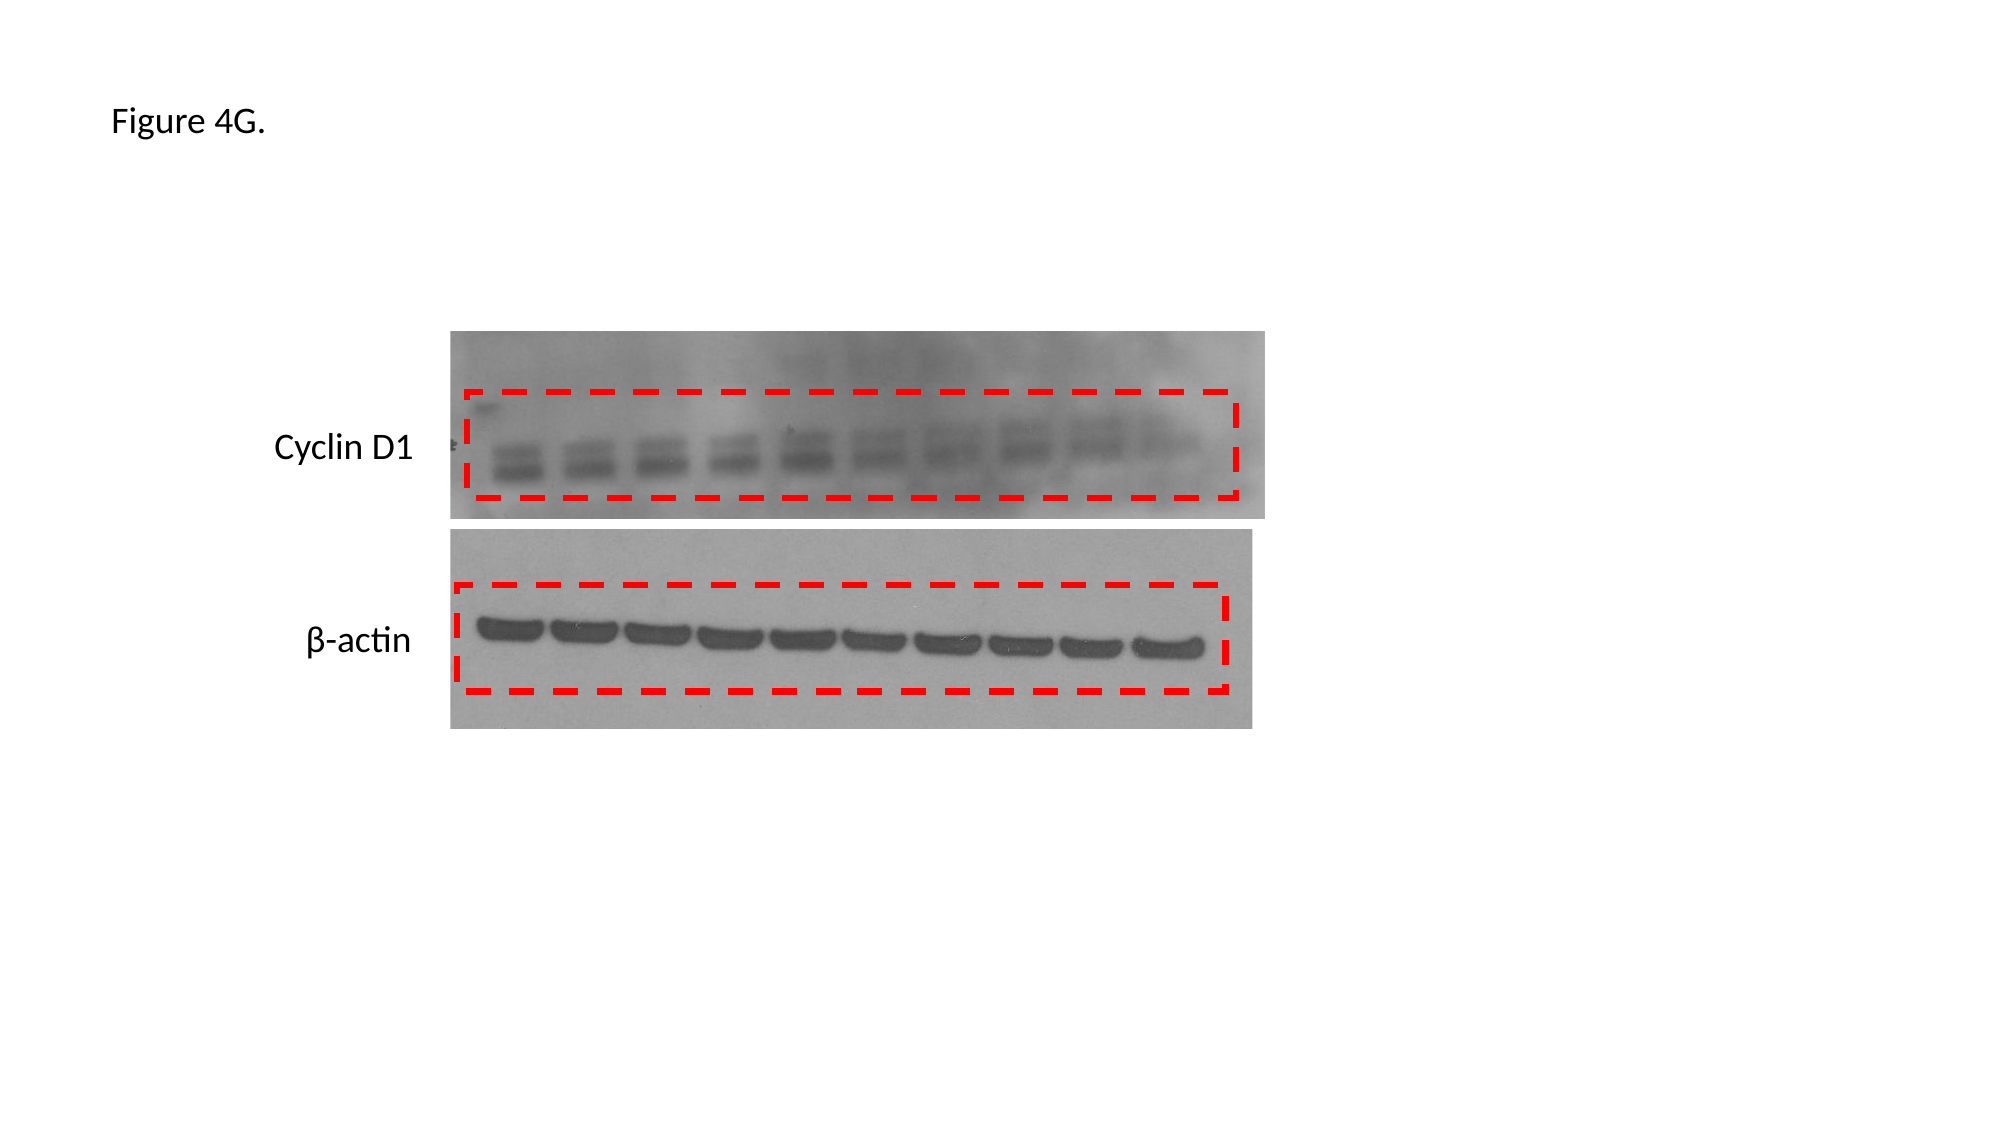

Figure 4G.
Cyclin D1
β-actin

## Slide 5
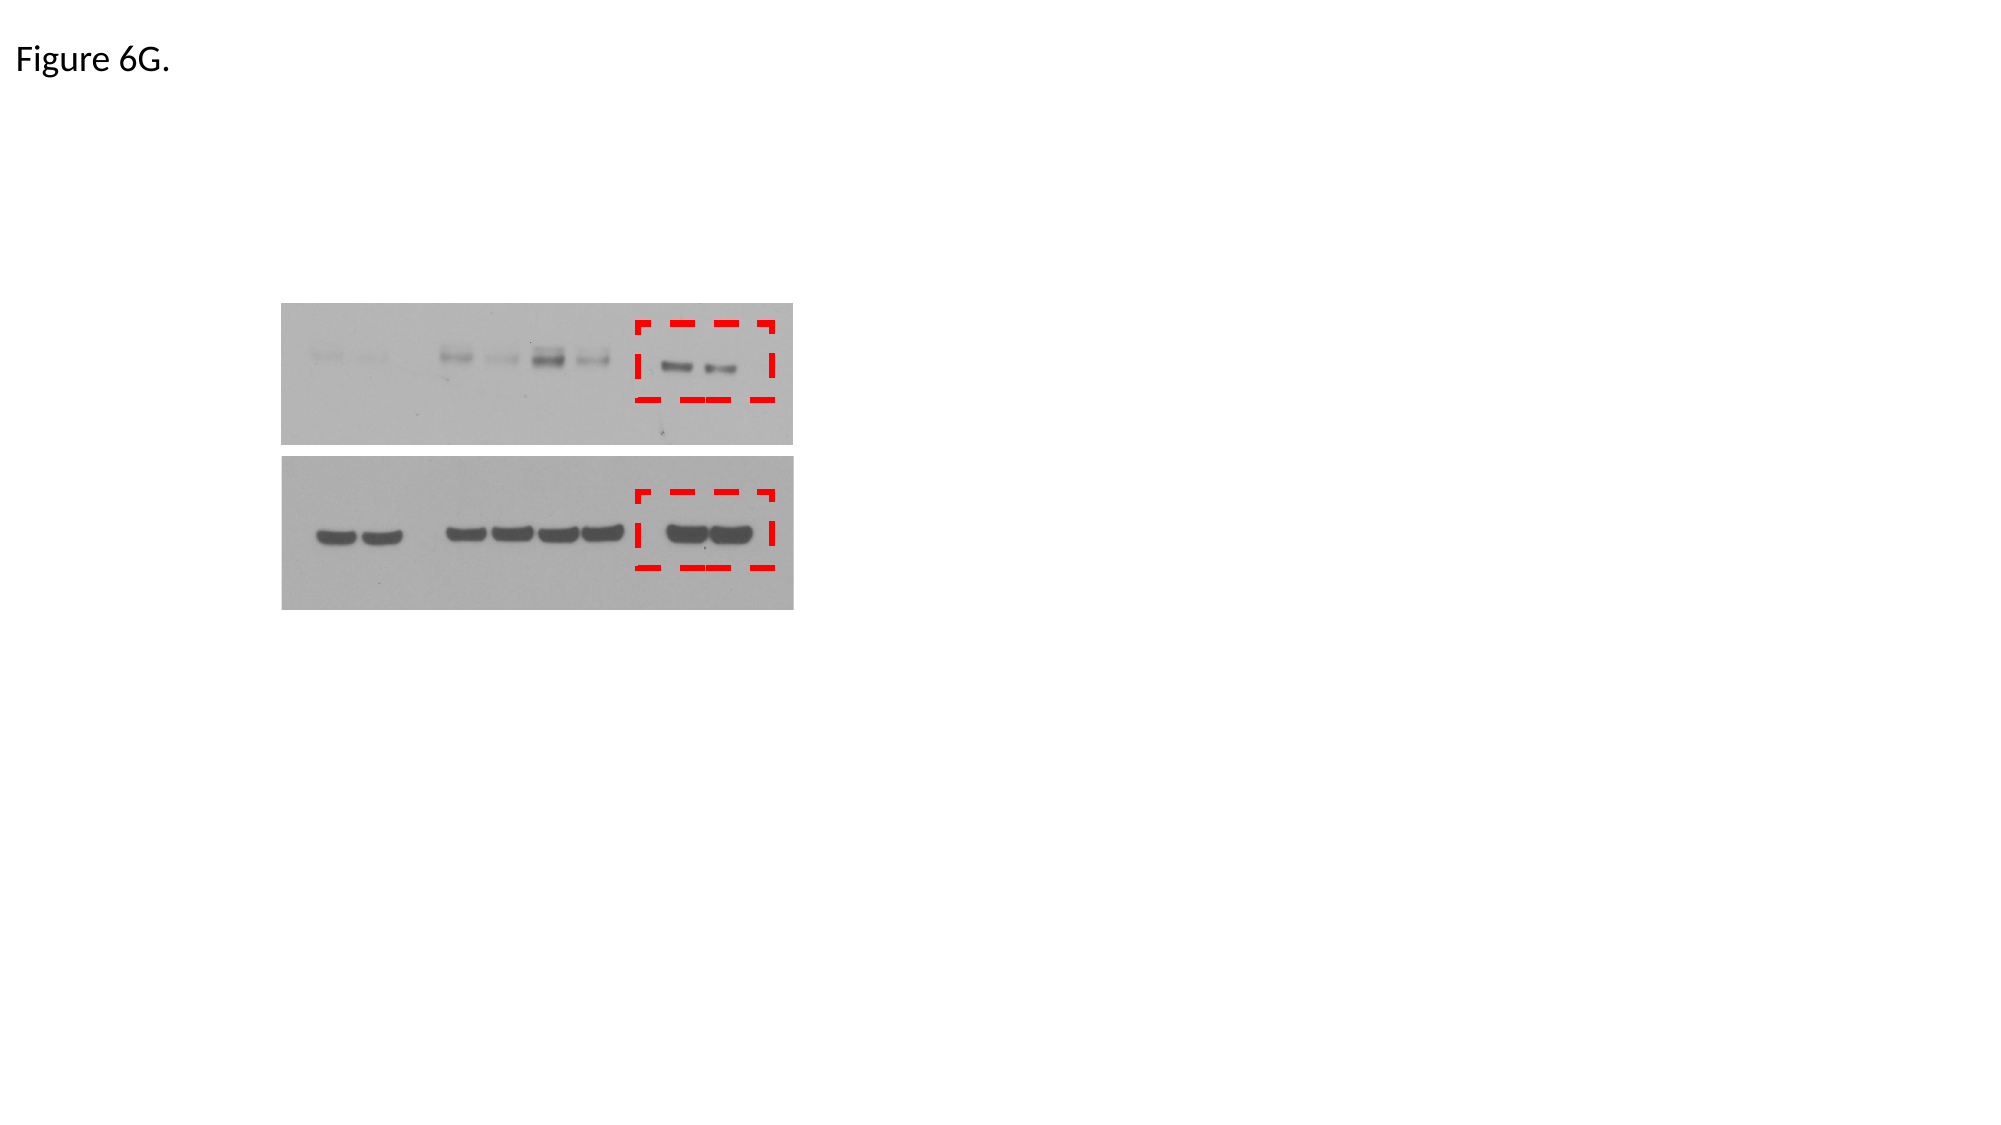

Figure 6G.

## Slide 6
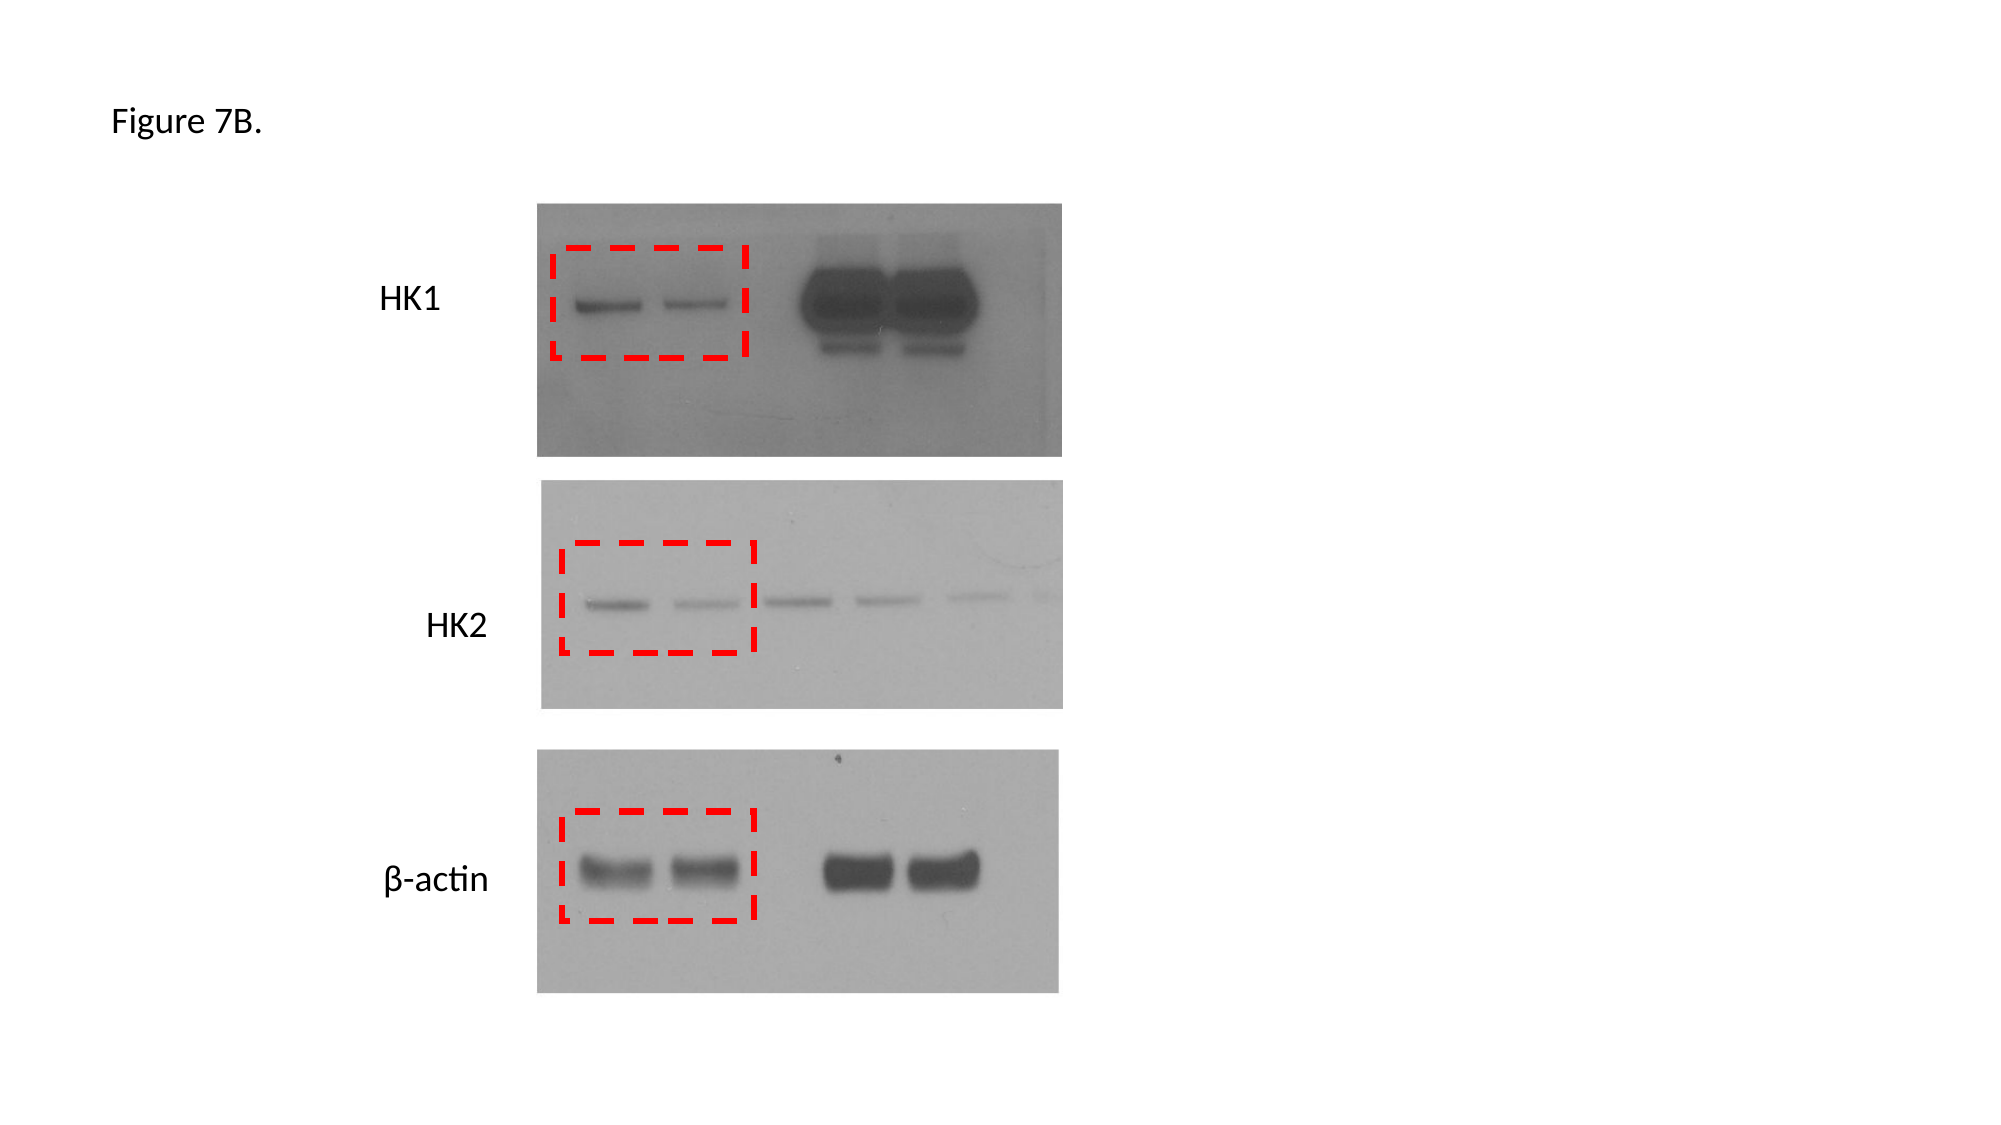

Figure 7B.
HK1
HK2
β-actin

## Slide 7
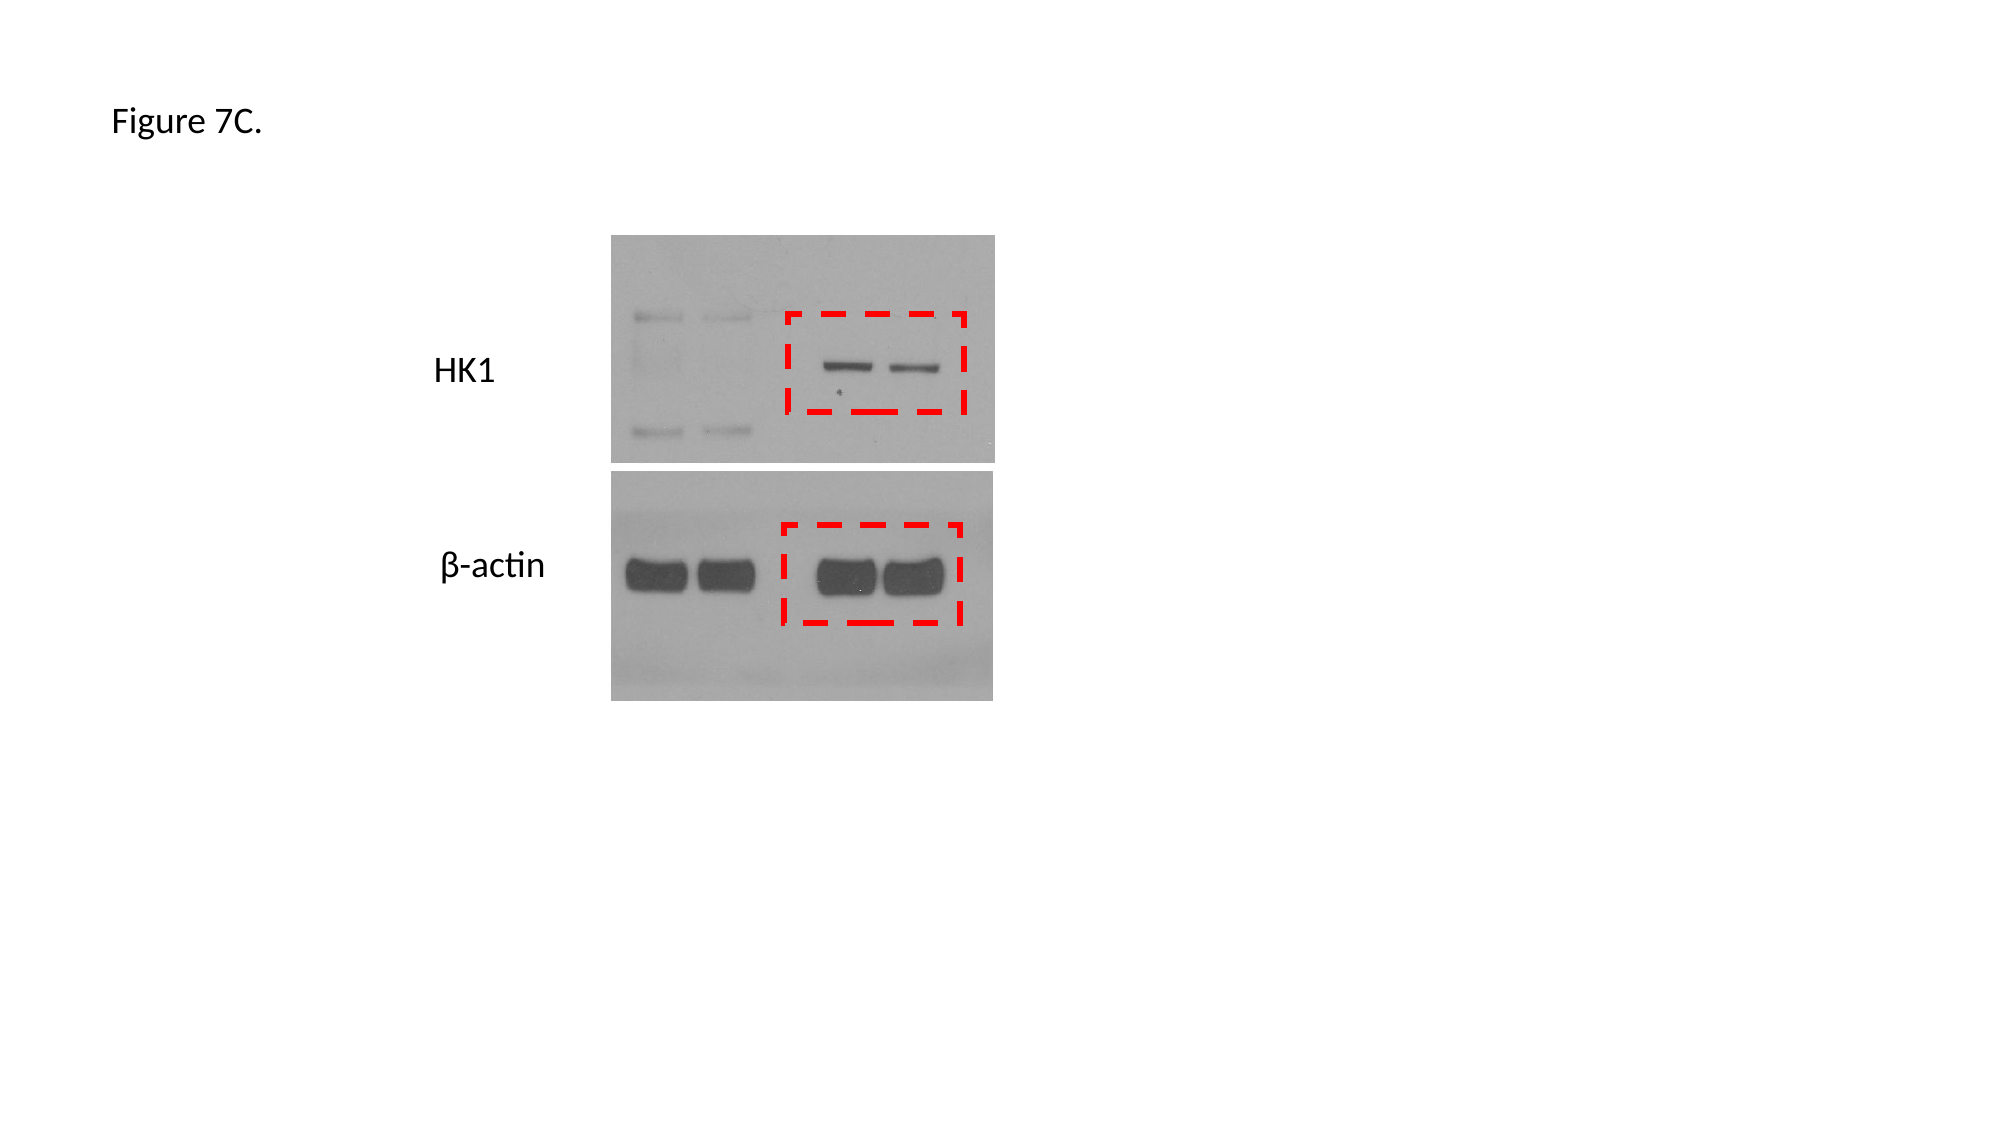

Figure 7C.
HK1
β-actin

## Slide 8
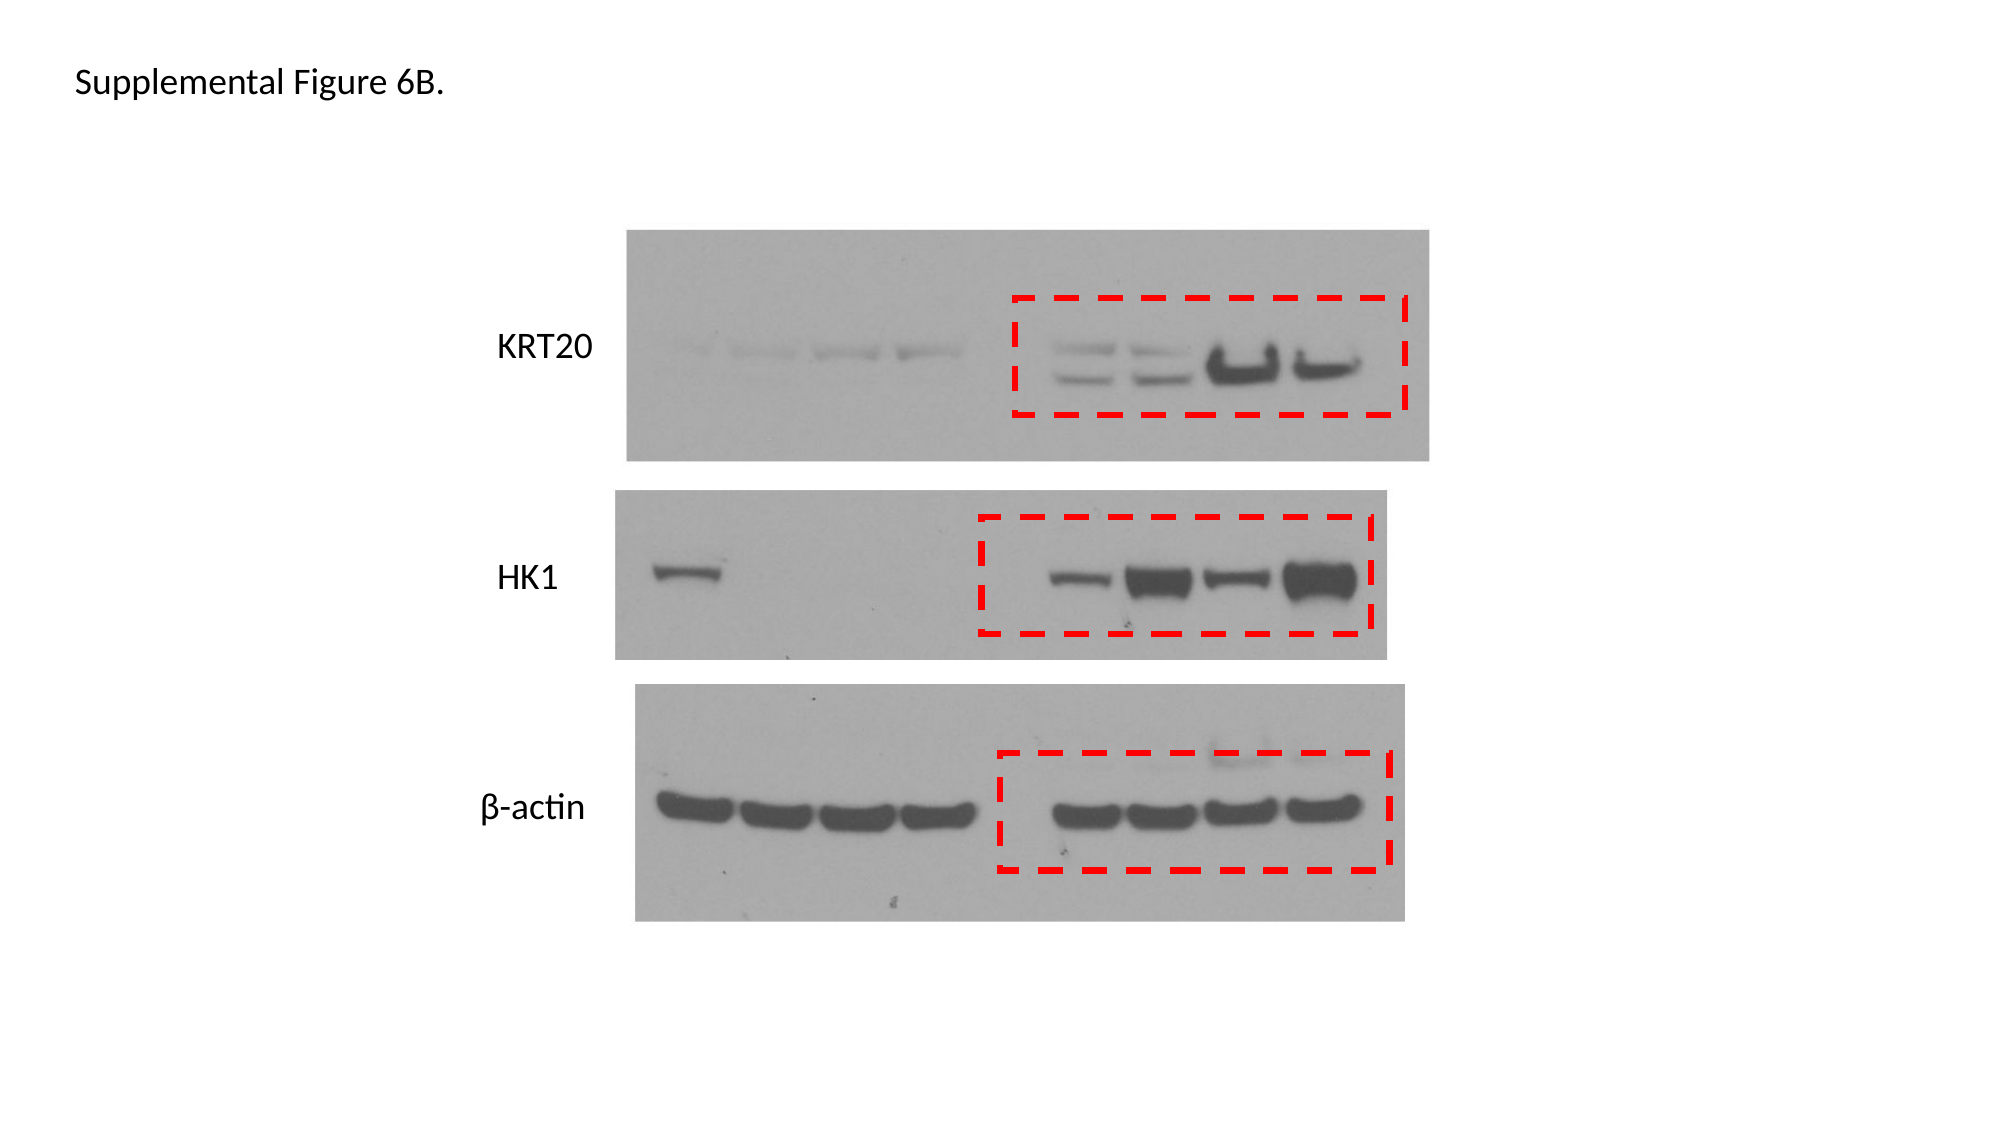

Supplemental Figure 6B.
KRT20
HK1
β-actin

How the deposited data were processed for this re-analysis (not part of the article)

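RNA-seq libraries of mouse SI organoids that carried a miRNA mimic control (replicates 1 and 2) or a miR-181a-5p mimic (replicates 3 and 4) were analysed, 4 libraries in all. The authors trimmed single reads of 100 cycles with Trimmomatic, mapped them to GRCm38 (mm10) transcripts with RSEM, and deposited the estimated (expected) counts per gene without normalization and the TPM, which they scaled to the same total in every library. The supplemental methods describe ribosomal RNA depletion and the sample labels poly(A) selection, the release of the transcript annotation is not named in the paper's text, and the authors used edgeR with a fold change of at least 2 and a q-value under 0.05. In each deposited table, 3 further columns matched no sample of the series and were not used here. Every row carried a gene identifier.

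Libraries held between 31104884 and 38111731 expected counts. Gene symbols were matched by identifier for 55141 of 55487 genes, and coordinates, biotypes, 3' UTRs and coding sequences came from GENCODE release 21 for mouse (GRCm38), which held 55227 of them. Where a symbol had several identifiers, the one with the highest mean count was used. The deposited expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors, estimateDisp, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over 17155 genes. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Normalized CPM are counts scaled to the TMM-corrected library size. The steps were tested on simulated counts with known changes. In that test limma's camera test gave a planted list of 25 genes 4.31e-16 and a random list 0.473, and a shift of -0.2 planted in 2000 genes was recovered as -0.21. The simulated genes varied independently, so lists whose genes vary together were not tested. In the data the estimated correlation was 0.053 for interferon response, 0.061 for the fetal-like list and 0.16 for proliferation. It was 0.572 for Paneth cells and 0.606 for non-polyadenylated RNA. With 2 libraries per group the precision is set by the spread between replicates and not by depth, and a single gene cannot go below p = 0.333 in an exact permutation test.

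Gene lists for cell types of the intestinal epithelium (enterocyte, stem cell, Paneth cell, goblet cell, enteroendocrine cell and tuft cell), proliferation, glycolysis, BMP targets, fetal-like and injury genes, interferon response, reported miR-181 targets, mesenchymal cells, non-polyadenylated RNA and sex-linked genes were compared with limma 3.58.1 (cameraPR with a preset correlation of 0.01 on the signed root of the F statistic, with adjustment over 15 lists, beside fry and camera with an estimated correlation). The samples' mapping, the tests, these lists, the alternatives and the genes to be named were fixed before the data were examined. The named genes are those the paper names and, in each direction, the 5 called genes with the largest log2 fold change that had at least 100 counts in each library of the higher group and groups that did not overlap. Other genes that are named were chosen after their values were seen. Sites for the miR-181a seed (7mer-m8) were sought in the longest annotated 3' UTR and coding sequence of each gene of at least 50 bases, and the difference in log2 fold change between genes with and without a site was adjusted linearly for log length and GC content and ranked among all 7-mers found in at least 100 genes.

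The alternatives were edgeR's exact and likelihood-ratio tests, the legacy and robust forms of the quasi-likelihood test, DESeq2 1.42.0, RLE, upper-quartile and no normalization factors, no filter on low counts and at least 10 counts in every library, limma-trend on log2(TPM + 1) and log2(TPM + 0.1) with at least 1 TPM in 2 libraries and on log2(TPM + 1) without a filter, leaving out each library in turn, a test against a fold change of 1.5, and 8mer and coding-sequence sites. Fold changes from TPM are on the log2 scale after the pseudocount and understate changes of low genes. A correction for GC content and length by a loess curve per library was added after the data were seen, and 99.8% of tested genes had the values it needs. When a library was left out, 1 group had a single library, so only log2 fold changes were computed. Plots were drawn with matplotlib 3.10.9. Experiments of the paper with BMP4, the miR-181a-5p inhibitor, human organoids or HK1 were not analysed here.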

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

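The tests in this part on regroupings of the libraries, scaling, GC content and length, intestinal region, gene families, transcripts of all leukocytes and the removal of ribosomal RNA were chosen only after the result was seen.

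Of the 354 genes called between the miR-181a-5p mimic and the mimic control libraries, 353 are genes the paper does not name, a signal outside what it discusses. Several technical sources are argued against. If 1 library had been exchanged between the groups, another split of the 4 libraries into 2 and 2 would give more genes, but both other splits gave 0 genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with 193 and 190 genes at an unadjusted p under 0.05, against 612 and 4250 in the labelled split. The labelled split is thus 1 of the 3 with as many genes, and 3 splits cannot give a share under 0.05. A difference in library size or composition acts as 1 factor on all genes of a library. With the library totals alone 101 genes were higher and 211 were lower. Calls in both directions cannot decide this, because scaling to totals fixes the sum of each library. The TMM factors for composition lay between 0.98 and 1.01, and 306 of the 354 calls were kept with the totals alone. Most calls thus did not depend on the choice between these scalings. After the correction for GC content and length, 334 of the 354 were called. Gain or loss of a chromosome in 1 organoid line would shift the median of its genes, but the median farthest from 0 over the autosomes and the X chromosome was -0.058, on chromosome 15. Repression through seed sites in the 3' UTR was also tested. A 7mer-m8 site was present in 31 of the 199 lower genes with an annotated 3' UTR (15.6%), against 15.1% in 10000 random lists matched on 3' UTR length and expression (95% between 10.6% and 19.6%), a percentile of 54.6, so most lower genes had no such site. The wording that most genes lack a site was set after the value was seen, while a share within the random range was the prediction written before. Among the higher genes the share was 18.8%.

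What stays open for these genes is an effect of the mimic through other transcripts, which was not tested, and a difference between the organoid lines. Genes with the largest changes include some known to differ along the intestine, and a shift from proximal to distal small intestinal identity is a candidate explanation. In lists written from general knowledge, and over the members whose values had not been seen, the 12 tested proximal genes had a median log2 fold change of -0.26 (9 lower, 3 higher) and the 13 tested distal genes a median of 0.46 (11 higher, 2 lower), a difference of 0.71. The unadjusted p was 0.0149 and 0.0122 in limma's camera test but 0.16 and 0.0894 under fry, and among the distal genes 2 were higher and 2 were lower at an adjusted p under 0.05 in edgeR. Without 1 library the medians ranged from -0.34 to -0.13 and from 0.32 to 0.78. The fry criterion was added after the camera values had been seen. Whether such a shift came from the mimic or from the source of the cultures cannot be told apart, because each condition is 1 pair of libraries.

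The interferon response list, which the paper does not discuss, was lower with the mimic. All 13 tested genes had a log2 fold change below 0, with a median of -0.70 (adjusted p = 1.78e-06 in limma's camera test over 15 lists), and 3 were lower at an adjusted p under 0.05 in edgeR, Ifit1, Irf7 and Oasl2, which were chosen after their values were seen. Over the fits that left out 1 library each the median ranged from -0.95 to -0.66. Under fry the adjusted p was 0.181, and with an estimated correlation 0.837. The scaling of the libraries is argued against, since it moves all genes alike and the list's median lay 0.689 below that of all tested genes (-0.689), and so is a trend with GC content or length, with a median of -0.60 after the correction. Reads shared within the Ifit and Oas families are argued against by the 7 members outside them, with a median of -0.62. Immune cells in the control organoids are argued against as the source. They would bring the transcripts that all leukocytes carry, but among Ptprc, Coro1a and Laptm5, chosen after their values were seen, the highest control mean was 0.185 CPM, against a median of 8.75 for the interferon genes. Over the 15 immune cell genes listed beforehand the highest control mean was 2.34 CPM. A limit of 1 CPM set for that list before its values were seen was exceeded by 3 genes, Itgam, Cd14 and Cd68, of which only 1 was lower with the mimic. Repression through 3' UTR seed sites is argued against as the source of the whole shift, since 3 of the 13 genes (23.1%) had a site, near the 18.3% of all tested genes. A response that differs between the lentiviral lines, or an effect of the mimic on the pathway, stays open and was not tested.

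The list of non-polyadenylated RNA was higher with the mimic, with a median log2 fold change of 0.30 over 24 genes (17 higher, 7 lower, adjusted p = 5e-06 in limma's camera test, 0.294 under fry and 0.837 with an estimated correlation). Without 1 library the median ranged from 0.21 to 0.45. A difference in the removal of ribosomal RNA or the selection of poly(A) RNA would move the whole list, but the 7 members that are not histone genes had a median of -0.30 (6 lower, 1 higher) while the 17 histone genes had a median of 0.44 (16 higher, 1 lower). Histone genes have near-identical copies, between which RSEM divides reads. They are made in S phase, and a larger share of cells in S phase is a hypothesis tested before its values were seen, on 20 other S phase genes. Their median log2 fold change was 0.26, with 19 of 20 higher (unadjusted p = 8.55e-06 in limma's camera test, 0.0153 under fry and 0.0964 with an estimated correlation) and a range from 0.22 to 0.25 without 1 library. In 20 genes of G2 and M phase the median was -0.01 (9 higher, 11 lower). Under RLE factors, upper-quartile factors and library totals, the S phase median was 0.268, 0.21 and 0.283 and the histone median 0.444, 0.382 and 0.454. These values are consistent with more cells in S phase in the mimic libraries, as a hypothesis.

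The fetal-like and injury list had an adjusted p of 0.0402 in limma's camera test, but its members moved both ways. The median log2 fold change over 14 tested genes was 0.058, with 5 genes higher and 3 lower at an adjusted p under 0.05 in edgeR. Without a filter on low counts the median was 1.00 (adjusted p = 0.000384 in limma's camera test), so it depended on which low genes were kept. The camera result was lost under fry (adjusted p = 0.185), and without 1 library the median ranged from -0.01 to 0.40. No biological explanation was tested for it.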

How the results depend on the processing

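No paired analysis was possible because the groups share no replicate numbers. Log2 fold changes were little affected by the test, and the number of calls was strongly affected. Against 101 higher and 253 lower genes (612 at an adjusted p under 0.05 without the fold change), edgeR's exact test gave 200, 530 and 1788, and its likelihood-ratio test 214, 559 and 1864. Both included all 354 calls and both put 2 of the 6 genes of Supplementary Table 1 under the threshold in place of 1, with the log2 fold change of Fabp1 at -0.91 (adjusted p = 0.0249 and 0.0237 in edgeR). The self-test bears on this: the exact test called 40 unchanged genes among 216 calls, and the quasi-likelihood test 14 among 163. DESeq2 gave 123 higher and 300 lower genes, and 1322 at an adjusted p under 0.05, and left 2329 adjusted p-values as NA. Without a filter on low counts, 29212 genes were tested and 50, 108 and 192 were counted. The test against a fold change of 1.5 gave 22 higher and 55 lower genes. On the TPM scale, limma gave 30, 41 and 75 genes at pseudocount 1, 11, 16 and 27 at pseudocount 0.1, and 2, 0 and 2 at pseudocount 1 without a filter (3960 genes at an unadjusted p under 0.05), and 0 of the 6 genes, with 2, 2 and 1 of them at an unadjusted p under 0.05. The share of decreases among calls was 71.5% in the quasi-likelihood test, 57.7% and 59.3% in the filtered TPM fits and 65.4% after the correction for GC content and length, which was chosen after seeing the data. Apart from these, each count was within 1.5 times of its value in the quasi-likelihood test. The cause was not tested, apart from the larger number of genes tested without a filter.

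Anpep kept its direction under every alternative, and was not past the threshold on the TPM scale, with a log2 fold change of -2.06 at pseudocount 1 (adjusted p = 0.0513 in limma), -2.06 at 0.1 (0.0604) and -2.06 without a filter (0.314). Over all its alternatives the adjusted p ranged from 2.01e-20 to 0.314. Cbr1 changed sign, with 0.015 under library totals, 0.0647 and 0.0652 at TPM pseudocounts 1 and 0.1, 0.0647 without a filter and 0.0907 after the correction for GC content and length. Mki67 also did, with 0.0149 under library totals, 0.0006 without a filter on low counts, 0.0663 and 0.067 at TPM pseudocounts 1 and 0.1, 0.0663 without a filter and 0.0083 after that correction. Leaving out 1 library moved the log2 fold change from -0.20 to 0.01 for Vil1, from -0.96 to -0.0153 for Apoa4, from -2.42 to -1.84 for Anpep, from -0.18 to 0.17 for Cbr1, from -1.29 to -0.42 for Fabp1 and from -1.42 to 0.21 for Alpi. The highest value came without control replicate 2 for each of them except Anpep, whose highest came without control replicate 1. For the 26 other named genes, 327 values under the alternatives kept direction and side, 21 were weaker, 5 stronger and 6 reversed (those of Mki67), and 21 of 104 values without 1 library moved by more than the spread between replicates.

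Among the gene lists, the calls by limma's camera test with a preset correlation were lost under fry and with an estimated correlation, with medians unchanged at 0.058 for the fetal-like and injury list, -0.70 for interferon response, 0.30 for non-polyadenylated RNA, -0.83 for Paneth cells and 0.16 for proliferation. The interferon, non-polyadenylated and proliferation lists kept their calls under all other alternatives. The fetal-like list lost its call in the exact and likelihood-ratio tests (median 0.0597 and adjusted p = 0.0575 in each), DESeq2 (median 0.0681, 0.112), library totals (median 0.0757, 0.0724), at least 10 counts in every library (median 0.0463, 0.1) and TPM at pseudocounts 1 (median 0.0601, 0.078) and 0.1 (median 0.0611, 0.129), with adjusted p-values from limma's camera test second. It kept its call without a filter on low counts (median 1.00, 0.000384), on unfiltered TPM (median 0.0602, 0.00439) and after the correction for GC content and length (median 0.134, 0.0255), as well as in the legacy and robust tests and with RLE and upper-quartile factors. The Paneth cell list lost its call in the robust test (median -0.83), DESeq2 (-0.82), upper-quartile factors (-0.89) and TPM (-0.40 at pseudocount 1, -0.46 at 0.1, -0.26 without a filter). The enterocyte list gained a call in DESeq2 (median -0.22, adjusted p = 0.0295). Medians changed sign under upper-quartile factors for glycolysis (-0.0333), mesenchymal cells (-0.0389), reported miR-181 targets (-0.0439) and stem cells (-0.0242), without a filter on low counts for mesenchymal cells (-0.0551), with at least 10 counts in every library for miR-181 targets (-0.0136), and on the TPM scale at pseudocounts 1 and 0.1 for BMP targets (-0.15 and -0.16) and tuft cells (0.0457 and 0.10).

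Without 1 library, list medians ranged from -0.33 to 0.0601 for enterocytes, from -0.22 to 0.51 for enteroendocrine cells, from -0.0144 to 0.40 for the fetal-like list, from -0.24 to 0.31 for glycolysis, from 0.21 to 0.57 for goblet cells, from -0.95 to -0.66 for interferon response, from -0.11 to 0.46 for mesenchymal cells, from 0.21 to 0.45 for non-polyadenylated RNA, from -1.12 to -0.0618 for Paneth cells, from 0.14 to 0.19 for proliferation, from 0.02 to 0.05 for miR-181 targets, from -0.29 to -0.06 for sex-linked genes, from -0.18 to 0.24 for stem cells, from -0.46 to 0.42 for tuft cells and from 0.0066 to 0.41 for BMP targets. For enterocytes, Paneth, stem, enteroendocrine, tuft and mesenchymal cells one end came from the fit without control replicate 1 and the other from the fit without control replicate 2.

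The difference for 7mer-m8 sites in the 3' UTR, -0.02, was -0.0426 without a filter, -0.0049 with at least 10 counts in every library, 0.0095 for 8mer sites and -0.0579 in the coding sequence, and ranged from -0.0295 to -0.0085 without 1 library. Depth limits genes such as Slc15a2, which had at most 3 counts in a control library, so that its log2 fold change rose to 11.1 without control replicate 1.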

Differences from the paper's values

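The paper's Supplementary Table 1 and the values computed here share the log2 fold changes and the mean CPM of the 6 genes within their errors, and differ in p-values. For Anpep, the paper's adjusted p is 7.06e-15 and its unadjusted p 1.48e-17, against 0.00812 and 2.35e-05 here by edgeR's quasi-likelihood test. For Fabp1, the paper's adjusted p is 0.024968 and its unadjusted p 0.00195, against 0.109 and 0.0123 here. For Apoa4, the paper's unadjusted p is 0.045644, against 0.0686 here, and its adjusted p did not differ by more than 1.5 times.

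Of the alternatives set before the data were examined, edgeR's exact test and likelihood-ratio test reached the paper's values. The exact test gave adjusted p-values of 6.35e-15 for Anpep and 0.0249 for Fabp1 and unadjusted p-values of 1.33e-17, 0.00194 and, for Apoa4, 0.0455. The likelihood-ratio test gave 5.68e-15 and 0.0237, and unadjusted 1.19e-17, 0.00189 and 0.0450. Both call Fabp1 at an adjusted p under 0.05, as the paper's table does. The legacy and robust forms of the quasi-likelihood test, DESeq2, RLE factors, upper-quartile factors, library totals, both filters and the 3 TPM fits did not close the gap for Anpep or Fabp1. For the unadjusted p of Apoa4, upper-quartile factors (0.0503) and at least 10 counts in every library (0.0635) also came within 1.5 times.

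The paper states that the markers of Supplementary Table 1 were decreased. Here the log2 fold changes of Vil1 (-0.09) and Cbr1 (-0.01) were smaller than their standard errors of 0.11 and 0.13, and 1 of the 6 genes, Anpep, was lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test.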

Other observations

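The tests in this part on the share of enterocytes and on poly(A) selection were chosen only after the result was seen.

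The enterocyte genes did not move together. In the list of 30, 3 genes were lower, Anpep among them, and 2 were higher, Slc2a5 and Enpep, at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The last 2 were chosen after their values were seen. A lower share of enterocytes in the mimic organoids would lower all of these markers, and is argued against as the only cause by the 2 genes that were higher, Slc2a5 (log2 fold change 2.06, standard error 0.25) and Enpep (1.56, standard error 0.22). A change of expression within enterocytes stays open and was not tested.

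Genes that the paper measured under BMP4, the miR-181a-5p inhibitor or HK1 manipulation had these values with the mimic. All of them are mRNA levels. The paper measured HK1 and HK2 as protein by western blot after the inhibitor, so the mRNA values do not test that result. Krt20 (log2 fold change 0.11, standard error 0.25), Hk1 (0.14, standard error 0.33) and Hk2 (0.35, standard error 0.22) did not differ beyond the spread between replicates, nor did Akp3 (-0.93, standard error 0.82) or Olfm4 (0.22, standard error 0.36). Leaving out 1 library changed the sign of Krt20, Hk1, Akp3 and Olfm4, for example to 1.03 for Olfm4 without control replicate 1 and to -0.29 without control replicate 2. The log2 fold change of Mki67 was -0.01 (standard error 0.11). Ccnd1 was higher by 0.46 (standard error 0.10, adjusted p = 0.0514 in edgeR's quasi-likelihood test), and leaving out any library kept it between 0.40 and 0.51. Under its alternatives the adjusted p ranged from 0.00665 to 0.319, and it was under 0.05 in the exact and likelihood-ratio tests, DESeq2, library totals and the correction for GC content and length. Ndrg2 had -0.53 (standard error 0.18, adjusted p = 0.13), Dicer1 0.26 (standard error 0.10, adjusted p = 0.177), Hnf4a 0.24 (adjusted p = 0.217), Cdh1 -0.17 (adjusted p = 0.373), Bmpr1a -0.17 (adjusted p = 0.466) and Smad4 0.08 (adjusted p = 0.648), all from edgeR. Gapdh and Actb, which serve as references in the paper's assays, had -0.11 and 0.08. Without 1 library the sign changed for Gapdh (from -0.35 to 0.17), Actb (from -0.02 to 0.18) and Mki67 (from -0.09 to 0.07). The sign held but the size varied for Ndrg2 (from -0.81 to -0.30), Bmpr1a (from -0.32 to -0.01) and Hk2 (from 0.004 to 0.78). Dicer1, Hnf4a, Cdh1 and Smad4 also kept their sign. Bmp4 and Grem1 had at most 1 count in any library.

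Of the remaining gene lists, proliferation genes had a median log2 fold change of 0.16 (20 of 24 higher, adjusted p = 0.0037 in limma's camera test) and Paneth cell genes of -0.83 (12 of 13 lower, adjusted p = 0.0402). The Paneth cell value rested on control replicate 1, without which it was -0.06. Goblet cell genes had a median of 0.46 (adjusted p = 0.173), enteroendocrine genes 0.09 (0.292), tuft cell genes -0.20 (0.574), stem cell genes 0.03 (0.503), glycolysis genes 0.01 (0.972), BMP targets 0.21 (0.362), mesenchymal genes 0.01 over the 3 tested (0.604) and sex-linked genes -0.18 (0.0949), with adjusted p-values from limma's camera test in parentheses. Without control replicate 2 the glycolysis median was 0.31, and without control replicate 1 it was -0.24. Within the stem cell list, 1 gene was higher and 2 were lower at an adjusted p under 0.05 in edgeR. The log2 fold changes of its genes ran from -2.27 to 0.48. Lgr5 was among the lower genes (log2 fold change -1.38, standard error 0.26, adjusted p = 0.0369 in edgeR) while Olfm4 was not. Lgr5 was chosen after its values were seen.

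The reported miR-181 targets, a list written from general knowledge, had a median log2 fold change of 0.007, with 17 of 34 genes lower (adjusted p = 0.565 in limma's camera test). Over 12828 genes with a 3' UTR, the 2346 with a 7mer-m8 site for miR-181a differed from the others by -0.02 after adjustment for length and GC content, which placed the site at rank 1667 from the lowest of 15784 7-mers by standardised difference. In a simulation, the fold changes were shuffled across genes and a difference of -0.1 was added to genes with a site, which then ranked 1. Shuffling removes other links between sequence and fold change, and no smaller difference was tried. A general repression of transcripts through 3' UTR sites was not detected, but 1 weaker than -0.1 is not excluded. Genes are not independent replicates.

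In coding sequences the picture differed. The 1658 genes with the site there had an adjusted difference of -0.06, which ranked 25 from the lowest of 16345 7-mers. Before the values were seen, it was asked whether this came from the repeated coding sequence of zinc finger genes. Among 402 genes with zinc finger gene names, the 197 with a site were lower than the others by -0.21 (standard error across genes 0.084), rank 15 of 685 7-mers, and among 12653 other genes the difference was -0.03, rank 1058 of 16340. The difference within zinc finger genes ranged from -0.23 to -0.19 when 1 library was left out, and in the other 2 splits of the libraries it was -0.02 and 0.02. This is consistent with the hypothesis that the mimic lowers zinc finger mRNAs through coding-sequence sites. Zinc finger genes are close paralogs among which RSEM divides reads, and genes with the site also have more repeats, so other features of these repeats stay open.

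Transcripts without a poly(A) tail were abundant in all 4 libraries. The lowest level of 7SK RNA (Rn7sk) was 9740 CPM, and it ranked among the 5 most abundant genes in each library. Libraries made by poly(A) selection, as the sample labels describe, are argued against by this level, and the ribosomal RNA depletion of the supplemental methods stays open. The sex-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were present in all 4 libraries, at 26.8 or more CPM, and Xist was at 1.46 or less.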
